# Frankincense oil derived from *Boswellia carteri *induces tumor cell specific cytotoxicity

**DOI:** 10.1186/1472-6882-9-6

**Published:** 2009-03-18

**Authors:** Mark Barton Frank, Qing Yang, Jeanette Osban, Joseph T Azzarello, Marcia R Saban, Ricardo Saban, Richard A Ashley, Jan C Welter, Kar-Ming Fung, Hsueh-Kung Lin

## Abstract

**Background:**

Originating from Africa, India, and the Middle East, frankincense oil has been important both socially and economically as an ingredient in incense and perfumes for thousands of years. Frankincense oil is prepared from aromatic hardened gum resins obtained by tapping *Boswellia *trees. One of the main components of frankincense oil is boswellic acid, a component known to have anti-neoplastic properties. The goal of this study was to evaluate frankincense oil for its anti-tumor activity and signaling pathways in bladder cancer cells.

**Methods:**

Frankincense oil-induced cell viability was investigated in human bladder cancer J82 cells and immortalized normal bladder urothelial UROtsa cells. Temporal regulation of frankincense oil-activated gene expression in bladder cancer cells was identified by microarray and bioinformatics analysis.

**Results:**

Within a range of concentration, frankincense oil suppressed cell viability in bladder transitional carcinoma J82 cells but not in UROtsa cells. Comprehensive gene expression analysis confirmed that frankincense oil activates genes that are responsible for cell cycle arrest, cell growth suppression, and apoptosis in J82 cells. However, frankincense oil-induced cell death in J82 cells did not result in DNA fragmentation, a hallmark of apoptosis.

**Conclusion:**

Frankincense oil appears to distinguish cancerous from normal bladder cells and suppress cancer cell viability. Microarray and bioinformatics analysis proposed multiple pathways that can be activated by frankincense oil to induce bladder cancer cell death. Frankincense oil might represent an alternative intravesical agent for bladder cancer treatment.

## Background

Frankincense resin is obtained from trees of the genus *Boswellia *(family Burseraceae). Incisions are made in the trunks of the trees to produce exuded gum, which appears as milk like resin. The resin hardens into orange-brown gum resin known as frankincense. There are numerous species and varieties of frankincense trees, including *Boswellia serrata *in India, *Boswellia carteri *in East Africa and China, *Boswellia frereana *in Somalia, and *Boswellia sacra *in Arabia, each producing a slightly different type of resin. Differences in soil and climate create more diversity in the resins, even within the same species. The aroma from these resins is valued for its presumed healing properties and superior qualities for religious rituals since the time of the ancient Egyptians [1], and has been used in incense, fumigants, and as a fixative in perfumes.

Frankincense resin has been considered throughout the ages to have a wealth of health supporting properties. The resins of *Boswellia carteri *and *Boswellia serrata *have been used for the treatment of rheumatoid arthritis and other inflammatory diseases [2] such as Crohn's disease [3] in traditional medicine of many countries. The anti-inflammatory activity has been attribute to the resin's ability in regulating immune cytokines production [4] and leukocyte infiltration [5,6]. *Boswellia serrata *extract also exhibits anti-bacterial and anti-fungal activities [7]. Additionally, extracts from *Boswellia *species gum resins might possess anti-cancer activities, based on their anti-proliferative and pro-apoptotic activities in rat astrocytoma cell lines [8] and in human leukemia cell lines [9], as well as their anti-carcinogenic activity in chemically induced mouse skin cancer models [10]. Clinically, extract from the resin reduces the peritumoral edema in glioblastoma patients [8] and reverses multiple brain metastases in a breast cancer patient [11]. These results suggest that frankincense resin contains active ingredients that modulate important biological activities.

In search of the active medicinal ingredients of frankincense resins, Chevrier *et al*. reported that ethanol extract of *Boswellia carteri *resin comprises 7 boswellic acids [4]. Akihisa *et al*. reported that methanol extract of *Boswellia carteri *resin consists of 15 triterpene acids, including boswellic acids, and 2 cembrane-type diterpenes [12]. 11-keto-β-boswellic acid, the most potent anti-inflammatory component of the resin, selectively blocks leukotriene biosynthesis through inhibiting 5-lipoxygenase activity in rat neutrophilic granulocytes [13] and provides protective effects in a chemically induced mouse ulcerative colitis model [14]. Boswellic acids also prevent endotoxin/galactosamine-induced hepatitis in mice [15]. In addition, boswellic acids have been shown to possess anti-cancer activities through their cytostatic and apoptotic effects in multiple human cancer cell lines including meningioma cells [16], leukemia cells [17], hepatoma cells [18], melanoma cells, fibrosarcoma cells [19], and colon cancer cells [20].

Frankincense oil, an extract prepared by steam distillation from frankincense gum resin, is one of the most commonly used oils in aromatherapy practices. There has been considerable work done on the composition of frankincense oil from different species and commercial brands; and the constituents of frankincense oil differ according to the climate, harvest conditions, and geographical sources of frankincense resins [21]. Due to the contribution of boswellic acids, it is possible that frankincense oil also holds anti-cancer and anti-neoplastic properties. In this study, we demonstrated that a commercial source of frankincense oil can discriminate bladder cancer J82 cells from normal bladder urothelial UROtsa cells and suppress cancer cell viability. Based on gene expression analysis, frankincense oil activated several anti-proliferative and pro-apoptotic pathways that might be responsible for frankincense oil-induced cell death in J82 cells.

## Methods

### Reagents and chemicals

Cell culture medium [MEM and DMEM/F-12 (1:1)], fetal bovine serum (FBS), MEM vitamin solution, non-essential amino acids, epidermal growth factor (EGF), insulin-transferrin-sodium selenite (ITS) media supplement, sodium pyruvate, and penicillin-streptomycin were purchased from Invitrogen (Grand Island, NY). Frankincense oil containing 1,200 mg/ml frankincense gum resin was obtained from Young Living Essential Oils (Lehi, UT). XTT cell proliferation assay and *in situ *cell death detection kits were obtained from Roche (Indianapolis, IN). Trypan blue was purchased from Sigma (St. Louis, MO). RNeasy^® ^Mini Kit was obtained from Qiagen (Valencia, CA).

### Human bladder cell lines

Bladder transitional cell carcinoma J82 was obtained from ATCC (HTB-1; Manassas, VA). The J82 cell line was derived from a poorly differentiated, invasive human transitional cell bladder carcinoma (stage 3) [22]. J82 cells were maintained in growth medium consisting of MEM supplemented with 10% FBS, 0.1 mM non-essential amino acids, 1 mM sodium pyruvate, 2% MEM vitamin solution, 100 units/ml penicillin, and 100 μg/ml streptomycin. The UROtsa cell line was originally isolated from a primary culture of normal human urothelium and immortalized with a construct containing the SV40 large T antigen [23]. UROtsa cells were cultured in DMEM/F12 supplemented with 10 ng/ml EGF, 1× ITS media supplement, 100 units/ml penicillin, and 100 μg/ml streptomycin. Cells were maintained in a humidified cell incubator at 37°C and 5% CO_2 _and passaged every 3–4 days or when cells reached about 80% confluence.

### Cell viability analysis

To determine number of viable cells following frankincense oil treatment, J82 and UROtsa cells were seeded in 96-well tissue culture plates at the density of 1 × 10^4 ^cells/mm^2 ^in 100 μl growth medium. Following overnight incubation for adherence, 100 μl cell growth media or varying dilutions of frankincense oil (at1:600 to 1:4,000 final concentration) in their growth media were added to each well in triplicate to make a total of 200 μl. Cell viability was determined at the time of treatment and at 24 hours following frankincense oil exposure using the XTT cell proliferation assay kit. Briefly, at the time of assay, 100 μl growth media were removed from each well, and an aliquot of 50 μl XTT labeling mixture was added back to each well. Reactions were performed at 37°C for 4 hours. Absorbance was obtained by reading the plates at 450 nm wavelength using μQuant microplate reader (Bio-Tek; Winooski, VT). Absorbance values obtained at 24 hours for untreated and frankincense oil-treated cells were normalized to the values obtained at the time of treatment to calculate fold changes in cell survival.

Trypan blue exclusion was also included to determine cell viability following frankincense oil treatment. Briefly, J82 and UROtsa cells were seeded in 24-well tissue culture plates at the same density as used in XTT assay in 500 μl growth media. Following adherence, cells received either 500 μl of growth medium or varying dilutions of frankincense oil in each well. At 3 hours after frankincense oil treatment, the culture medium was collected to save the non-adherent cells; and the remaining cells were trypsinized and combined with the cells harvested from the culture medium. The cells were collected by centrifugation, and re-suspended with 200 μl phosphate buffered saline (PBS). Then, an aliquot (20 μl) of the cell suspension was mixed with the same volume of 0.4% (w/v) trypan blue solution. The cells were counted using a hemocytometer to determine the numbers of blue cells (non-viable) and bright cells (viable). Cell viability was expressed as the percentage of trypan blue positive cells compared to the total number of cells.

### RNA extraction and quality evaluation

Total RNA was isolated from J82 cells for microarray analysis. Briefly, 2 × 10^5 ^J82 cells were seeded in 60 mm tissue culture plates, cultured overnight for adherence, and either left untreated or treated with 1:1,000 dilutions of frankincense oil in growth medium. Total RNA was isolated at 0 hours (no treatment) and at 0.5, 1, 2, and 3 hours after stimulation using the RNeasy^® ^Mini total RNA isolation kit based on manufacture's recommendations (Qiagen; Valencia, CA). Total RNA concentration was determined with a nanodrop scanning spectrophotometer, and then qualitatively assessed for degradation using the ratio of 28:18s rRNA by a capillary gel electrophoresis system (Agilent 2100 Bioanalyzer, Agilent Technologies; Santa Clara CA).

### RNA labeling, microarray hybridization, and scanning

A total of 250 ng of RNA from each time point was labeled using the Illumina Total Prep RNA Amplification Kit following manufacturer's directions (Ambion; Austin. TX). Briefly, cDNA was reverse transcribed from RNA after priming with T7-oligo-dT, and cRNA was synthesized *in vitro *from the T7 promoter while incorporating biotinylated UTP. cRNA was hybridized overnight to Illumina human Ref-8 version 3 BeadChips containing probes for a total of 24,526 transcripts. Microarray chips were washed to high stringency and labeled with streptavidin -Cy3 (Amersham Biosciences; Piscataway, NJ) prior to scanning on an Illumina BeadArray Reader.

### Bioinformatics data analysis

Non-normalized fluorescent intensity of each probe on the microarray slide was obtained using the DirectHyb gene expression package in BeadStudio software (Illumina, version 3.1.3). Fluorescent intensity filtering was performed to remove genes that lacked a minimum relative fluorescence of 64 units in at least one time point. Data from the remaining probes were log transformed and quantile normalized (Matlab). A final filtering was performed to identify genes with a minimum two-fold change in normalized expression values between adjacent time points. Expression data are available on Gene Expression Omnibus (GEO) with accession number GSE14002.

### TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) Analysis

TUNEL analysis was performed in J82 cells using an immunohistochemical (IHC)-like staining procedure as we reported [24]. Briefly, adherent J83 cells were either left untreated or treated with 1:1,000 dilution of frankincense oil. At 3 hours after treatment, both non-adherent and adherent and cells were collected following centrifugation. Cell pellets were fixed in 10% formalin, immersed in 2% agarose, and subjected to paraffin embedding. The embedded cell blocks were sectioned, dewaxed, and rehydrated. Apoptotic cells were detected using the *in situ *cell death detection kit. Following the terminal deoxynucleotidyl transferase reaction, fast red substrate was added for color development. Slides were then washed and sealed with an aqueous mounting medium.

### DNA fragmentation analysis

To determine whether J82 cells undergo DNA fragmentation following frankincense oil treatment, 2 × 10^5 ^J82 and UROtsa cells were seeded in 60 mm tissue culture plates in their growth media, incubated overnight for adherence, and treated with a 1:1,000 dilution of frankincense oil in growth media. Cells were harvested at 0 (untreated control), 1, 3, and 6 hours following treatment; and genomic DNA was prepared and precipitated based on reported procedures [25]. Quantities of the genomic DNA were determined spectrophotometrically. Aliquots (10 μg) of the genomic DNA were separated on a 2% agarose gel; images of ethidium bromide stained gels were captured by the Gel Doc 100 system (Bio-Rad, Hercules, CA).

### Statistics

The results are expressed as mean ± SEM from four experiments. Comparisons of J82 and UROtsa cell survival following frankincense oil treatment were made using the one-way analysis of variance (ANOVA) followed by post hoc Dunnett's test. *P *< 0.05 was considered statistically significant.

## Results

### Frankincense oil-suppressed bladder cell viability

The bladder carcinoma J82 cells presented a density-independent growth and grew in soft agar, but were not tumorigenic in nude mice [26]. The immortalized bladder urothelial UROtsa cells expressed SV40 large T antigen, but did not acquire characteristics of neoplastic transformation, including growth in soft agar or the development of tumors in nude mice [23]. To determine if frankincense oil suppresses bladder cell viability, both J82 and UROtsa cells were subjected to morphological evaluation and cell viability assessment. J82 cells underwent significant morphological changes, such as detaching from tissue culture plates and shrinking beginning within 3 hours following frankincense oil exposure. At 24 hours after treatment, J82 cells completely detached from tissue culture plates whereas untreated controls remained adherent to the plates (Figure 1A and 1B). In contrast, UROtsa cells remained attached to the bottom of plates and did not show noticeable morphological alterations (Figure 1C and 1D).

**Figure 1:**
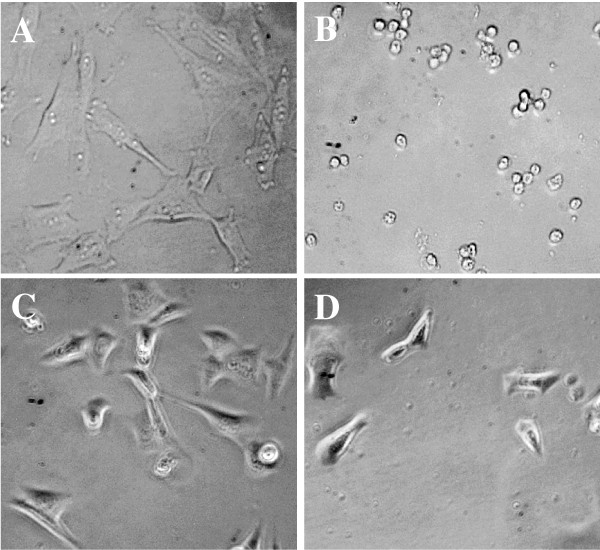
**Morphological changes of bladder carcinoma J82 and bladder urothelial UROtsa cells following frankincense oil stimulation**. Bladder J82 and UROtsa cells were seeded in 96-well tissue culture plates at the concentration of 1 × 10^4 ^cells/mm^2^, cultured overnight for adherence, and either left untreated or subjected 1:1,000 dilution of frankincense oil stimulation. Images were taken at 24 hours following treatments for (A) untreated J82 cells, (B) J82 cells treated with frankincense oil, (C) untreated UROtsa cells, and (D) UROtsa cells treated with frankincense oil using Olympus IX51 inverted microscope. Notice cell shrinkage observed in J82 cells following frankincense oil treatment. In contrast, UROtsa cells did not experience noticeable morphological alteration following the same concentration of frankincense oil exposure.

To determine whether frankincense oil affects J82 and UROtsa cell viability, the number of viable J82 and UROtsa cells was determined following various dilutions (1:600 to 1:1,400) of frankincense oil exposure. In untreated controls, number of viable J82 cells and UROtsa cells increased 1.62 ± 0.31 and 2.72 ± 0.85 fold at 24 hours following cell seeding, respectively (Figure 2). Both J82 and UROtsa cells responded to frankincense oil treatment in a dose-dependent manner. J82 cell viability decreased when cells were treated with increasing concentrations of frankincense oil. No viable J82 cells remained at 24 hours after treatment with 1:1,100 dilution of frankincense oil (0.47 ± 0.43). In contrast, UROtsa cell viability was not significantly affected by the increasing concentrations of frankincense oil until 1:600 dilution was applied to the cells. When UROtsa cells were treated with 1:600 dilution of frankincense oil, cell viability decreased to 1.29 ± 0.77 fold as compared to untreated cells. No viable UROtsa cells were detected when the concentration of frankincense oil concentration increased to 1:400 (data not shown). Based on the XTT assay, IC_50 _values (the 50% inhibitory concentrations of frankincense oil) for J82 and UROtsa cells were 1:600 and 1:1,250, respectively. Trypan blue exclusion produced results similar to the XTT assay, except that J82 and UROtsa cells seem to be more sensitive to frankincense oil treatment at 1:1,300 and 1:600 dilutions, respectively (Figure 2B).

**Figure 2:**
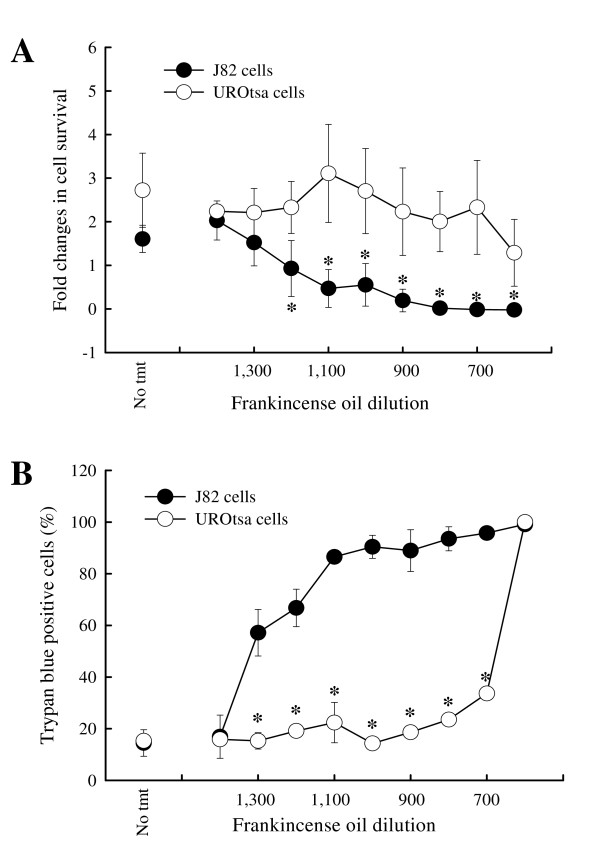
**Bladder cell survival in response to frankincense oil exposure**. Cell viability was determined using (A) a colometric XTT assay at 24 hours and (B) trypan blue exclusion at 3 hours after frankincense oil stimulation. All experiments were prepared in triplicate for XTT assay and duplicate for trypan blue exclusion. Data were presented as mean ± standard error of mean (SEM) from at least 3 independent experiments. * indicates statistical difference between frankincense oil-treated J82 cells and UROtsa cells (*P *< 0.05).

### Identification of frankincense oil-activated gene expression

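The expression data come from J82, an established human bladder transitional cell carcinoma line, with 1 culture and 1 array for each of 5 conditions: untreated cells and cells exposed to frankincense oil at 1 in 1000 for 0.5, 1, 2 or 3 h. The sample titles and the paper give 2 and 3 h for the last 2 samples, while their treatment labels give 1 h for both, and the titles were followed. Each culture was seeded at 200000 cells, and 250 ng of total RNA was amplified and hybridized to a human expression bead array with 24526 probes. Between 7638 and 8011 probes per array reached 64 units, and the noise limit, taken from the negative signals of each array, lay between 6.62 and 7.78 units. The authors kept probes with at least 64 units on 1 or more arrays and quantile normalized them before comparing adjacent time points. The deposited background-subtracted signals of the 5 arrays were processed here in the same order, as normalized intensities on a linear scale and as log2 changes, with the brightest probe standing for each gene. Folds from the dimmest filtered probes of an array depend on the normalization. Genes are called raised or lowered at a change of 2-fold or more. With 1 array per condition there is no spread between replicates, so no test, p-value or error is given for any gene. The number of arrays limits the precision of every value. The only control is 1 untreated culture, and no untreated culture was arrayed at the later times. Effects of time in culture, handling and medium therefore cannot be told apart from those of the oil.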

To determine the nature of J82 cell death, microarray analysis was performed. Of the 24,526 gene probes on the microarray, 8,430 probes had a fluorescent intensity value of at least twice the background intensity for one or more time points under evaluation. 

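The filtered probes stand for 6803 genes with a gene symbol and include epithelial and mesenchymal markers. Keratin transcripts of simple epithelium had log2 changes at 3 h against untreated of 0.04 for KRT7, 0.22 for KRT8 and -0.35 for KRT18, next to 0.04 for PPARG, a nuclear receptor of urothelial differentiation. In all, 5 of the 19 urothelial genes listed beforehand were measured, with a median of 0.04 and no gene changed 2-fold. The fibroblast list had 6 of 14 genes measured, among them VIM, an intermediate filament gene (0.19), COL5A1, a fibrillar collagen gene (0.72), and PDGFRB, a growth factor receptor of mesenchymal cells (0.48), and its median was 0.11. Of 8 endothelial genes only ENG, a coreceptor for TGF-beta (0.32), and of 15 blood cell genes only CD68, a macrophage glycoprotein (0.46), passed. None of these lists held a gene that changed 2-fold at 3 h. The filter kept 8430 probes, of which 7740 have 1 gene symbol and 690 have none. With a minimum of 2 times the median signal of the array in place of 64 units, 10958 probes would pass.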

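Some chaperone and stress transcripts rose by 3 h. DNAJB1, a cochaperone of HSP70, rose 8.48-fold from untreated to 3 h, and DNAJA4, another cochaperone, 2.60-fold. HSPA1A, an inducible HSP70 gene, was below the noise limit before treatment and rose at least 6.21-fold, and CRYAB, a small heat shock protein gene, at least 7.66-fold. The heat shock list had 5 of 22 measured genes raised at 3 h and 0 lowered, with a median log2 change of 0.26, above all 10000 random lists of equal size and signal. Other large rises were 18.0-fold for PHLDA1, a gene of the pleckstrin homology-like family, 6.05-fold for ZFAND2A, a stress-induced proteasome-associated gene, and 7.19-fold for DUSP1, a phosphatase of MAP kinases. In all, 123 genes were raised 2-fold or more in at least 1 adjacent interval, 110 of them with a gene symbol, and 148 stood 2-fold or more above untreated at 3 h. Of 21 further probes for the genes raised at 3 h, 14 had the same direction and 12 changed 1.5-fold or more. Many calls rest on dim probes: the count was 80 with 16 units added to every signal and 63 with at least 64 units on both arrays. At 3-fold it was 26. Requiring 64 units on both arrays leaves out any change that starts or ends below 64 units, however large. Raised genes made up 61.5% of the raised and lowered counts together, 75.5% with 16 units added, 81.8% with 64 units on both arrays, 50.6% without a filter and 75.9% without the 2 h array.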

A total of 122 genes in J82 cells were increased above two-fold in at least two adjacent time points by frankincense oil (see Additional file 1). Only 3 of these genes increased within the first 30 min [zinc finger protein 57, the small nucleolar RNA C/D box 48, and early growth response 1 gene (EGR1)]. 

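Intensities of ZNF57, a KRAB zinc finger gene, went from 30.5 to 80.6 in the first 30 min, a 2.65-fold rise, and it fell 3.95-fold between 2 and 3 h. SNORD48, a small nucleolar RNA that guides ribosomal RNA methylation, rose 2.51-fold over the same time, from 31.8 to 79.7. CXCL2, a neutrophil chemokine, rose 2.04-fold to 51.5, and FOS, a subunit of AP-1, was below the noise limit before treatment and counts as raised, by at least 1.41-fold. With EGR1 these are the 5 genes raised from 0 to 0.5 h. All 5 had an intensity under 64 in untreated cells, and with at least 64 units on both arrays the count is 0. Between-array scaling also moves it, to 12 with scaling to the 75th percentile and 15 without normalization.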

Levels of EGR1 mRNA increased 5.87-fold within the first 30 min, and another 2.86-fold over the next 30 min. 

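EGR1, a zinc finger transcription factor of the immediate early class, had normalized intensities of 41.7, 245, 700.0, 1025 and 1475 from untreated to 3 h. Its log2 changes over the 4 intervals were 2.55, 1.52, 0.55 and 0.52, so that the rise went on at a lower rate, and at 3 h it stood 35.4-fold above untreated. Other immediate early genes followed within 1 h. Of the 20 measured, 2 were raised from 0 to 0.5 h and 6 from 0.5 to 1 h, and the median log2 change of the list went from 0.08 to 0.65. Further rises came for 5 genes from 1 to 2 h and 7 from 2 to 3 h. By 3 h 14 of the 20 were above 2-fold and 0 were lowered, with a median of 2.21, above all random lists, or 1.29 with at least 64 units on both arrays. Of the 20 genes, 10 are in the paper's additional files of changed genes, so the rank is not independent of the paper. IER5, an immediate early response gene, was 4.49-fold above untreated. Among probes with the signal of EGR1, the spread of the 0 to 0.5 h changes was 0.110, as a description of these arrays.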

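From 0.5 to 1 h FOS rose 5.39-fold, IL8, a neutrophil chemokine, 4.49-fold and ZFP36, which promotes the decay of cytokine mRNA, 4.49-fold. PHLDA1 rose 2.71-fold and HIST2H2AA3, a histone H2A gene, 2.35-fold. KIRREL, a cell adhesion gene, rose 2.08-fold from 31.5 to 65.5, and COPG2, a subunit of the COPI coat, 2.07-fold from 37.3 to 77.3. RHOB, a small GTPase, counts as raised, by at least 1.79-fold, from below the noise limit. In this interval 17 genes were raised, of which 14 had not been raised before, and 10 of these 14 were raised again later. With at least 64 units on both arrays the count is 3, and with 16 units added the count is 9.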

Another 15 genes increased at least two-fold between 30 and 60 min after frankincense oil stimulation; and 11 of which continued to show elevated expression beyond the first hour. A much larger number of genes increased in expression between 1 and 2 and between 2 and 3 hours following frankincense oil exposure.

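Between 1 and 2 h LAMA5, a laminin chain, rose 2.80-fold to 3158, MARCH6, a ubiquitin ligase of the endoplasmic reticulum, 2.86-fold, SLC38A2, an amino acid transporter, 2.28-fold, and ITPR3, a calcium channel gated by inositol trisphosphate, 2.11-fold, and all 4 were lower at 3 h than at 2 h. Between 2 and 3 h histone genes rose: HIST1H2AM 3.57-fold, HIST2H2AC 2.84-fold and HIST3H2A 2.63-fold. In that hour RRAD, a small GTPase, rose 3.21-fold and RN7SK, the RNA that holds P-TEFb inactive, 3.52-fold. Counts of raised genes were 55 from 1 to 2 h and 78 from 2 to 3 h, and 47 and 57 genes rose for the first time. With at least 64 units on both arrays the counts of raised genes are 23 and 47. Of 3 further probes for genes raised from 1 to 2 h 1 had the same direction, and of 11 for genes raised from 2 to 3 h 8. Changes also spread more widely over these hours than before: the spread of log2 changes was 0.320 and 0.342, against 0.146 and 0.144 in the first 2 intervals. The changes ran with gene length, the span of the gene on the chromosome, with Spearman's rho of 0.35 from 1 to 2 h and -0.36 from 2 to 3 h.

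**Figure D1:**
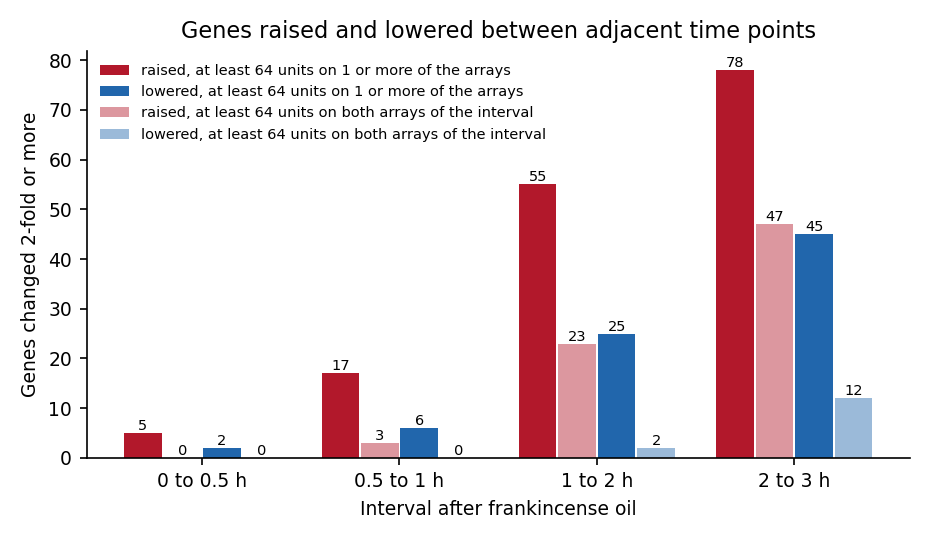
Genes raised or lowered 2-fold or more in each adjacent interval. Dark bars count all genes, light bars those with at least 64 units on both arrays. From 2 to 3 h 78 genes were raised, 47 of them with 64 units on both arrays, and 45 were lowered, 12 of them so.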

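TAF15, an RNA-binding protein of the FET family, went from 1199 to 524 by 3 h, and fell 2.53-fold between 2 and 3 h. PPM1B, a protein phosphatase, was lowered 2.31-fold against untreated at 3 h, TNFSF4, a cytokine of the tumor necrosis factor family, 2.28-fold, OSGIN2 2.10-fold, and TWSG1, which binds bone morphogenetic proteins, 2.03-fold. APP, the amyloid precursor protein gene, fell 2.28-fold between 2 and 3 h. In all, 77 genes were lowered 2-fold or more in at least 1 adjacent interval, 71 of them with a gene symbol, and 30 stood 2-fold or more below untreated at 3 h. From 0 to 0.5 h 2 genes were lowered, 1 of them TARDBP, an RNA-binding protein gene chosen after its values were seen, with a log2 change of -1.09. The count of 77 depends on the processing: it was 48 with scaling to the 75th percentile, 54 with quantile normalization over all probes, 38 without the 2 h array, 26 with 16 units added and 14 with at least 64 units on both arrays. Of further probes for genes lowered from 2 to 3 h, 10 of 11 had the same direction and 8 changed 1.5-fold or more, against 5 and 2 of 7 from 1 to 2 h, 1 and 0 of 2 from 0.5 to 1 h and 9 and 3 of 10 at 3 h against untreated.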

A total of 47 genes were down-regulated in J82 cells by frankincense oil (see Additional file 2). Three genes [tubulin gamma 1, vacuolar protein sorting 11 homolog, and RNA polymerase II (DNA directed) polypeptide K] were the first to decrease greater than two-fold between 30 and 60 min after frankincense exposure. 

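VPS11, part of the complexes that tether vesicles to lysosomes, fell 2.12-fold between 0.5 and 1 h, from 75.5 to 35.6, and stood at 47.6 at 3 h. POLR2K, a subunit shared by the RNA polymerases, fell 2.00-fold, from 74.6 to 37.3, and was at 42.0 at 3 h. For TUBG1, the gamma-tubulin that nucleates microtubules, the brightest probe had a log2 change of 0.05 and a dimmer probe fell 2.34-fold, from 93.5 to 39.9. CRYAB counts as lowered, by at least 1.70-fold, to below the noise limit before its later rise. Together 6 genes were lowered from 0.5 to 1 h, and none of the 5 with a gene symbol was still 2-fold below untreated at 3 h. None of the lowered probes had 64 units on both arrays, and the count is 3 with the minimum signal set higher.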

Another 12 genes decreased between 1 and 2 hours, and 32 other genes decreased between 2 and 3 hours. 

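Genes of several cell functions fell between 1 and 2 h. GABARAP, an ATG8 family member of autophagy, fell 2.34-fold, from 83.3 to 35.6, NOL12, a nucleolar RNA-processing gene, 2.16-fold, SURF2 2.12-fold and PSTK, a kinase of selenocysteine synthesis, 2.20-fold. Between 2 and 3 h MAD2L1, a spindle checkpoint gene, fell 4.54-fold, from 55.9 to 12.3, and TMEM106B, a lysosomal membrane protein, 3.13-fold. Before normalization the signals of MAD2L1 were 60.4 and 23.4. PRPF8, the central spliceosome factor, fell 2.07-fold from 1533 to 739, and UTP15, of ribosomal RNA processing, 2.18-fold. Before treatment PRPF8 stood at 619 and UTP15 at 99.2. From 1 to 2 h 25 genes were lowered, all for the first time, and from 2 to 3 h 45 were lowered, 44 of them for the first time. The 25 become 7 with scaling to the 75th percentile, 12 with quantile normalization over all probes and 4 without normalization. The 45 become 20 with 16 units added and 75 without normalization. Changes over these 2 intervals also ran with gene length.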

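Some genes changed 2-fold in 1 interval and 2-fold back in the next, and for most of them the turn was at 2 h: 9 genes rose from 1 to 2 h and then fell, and 9 fell and then rose. In the earlier pair of intervals 1 gene rose and then fell, DNAI2, an axonemal dynein chain, and 2 fell and then rose, among them CRYAB, which rose at least 3.35-fold from 1 to 2 h. GSTP1, a glutathione transferase, had log2 changes of -2.02 and then 2.15. In all, 21 genes changed and changed back, 17 of them with a gene symbol. Leaving out the 2 h array must remove the turns at 2 h whatever their cause, and the count is then 4. With at least 64 units on both arrays the count is 2.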

An additional 12 genes were identified whose levels of expression changed at least two-fold between two adjacent time points and then changed in the opposite direction at least two-fold between the next adjacent time points. These 12 genes were ankyrin repeat domain 27, chromosome 5 open reading frame 34, calcineurin binding protein 1, dodecenoyl-coenzyme A delta isomerase, dynein (axonemal, intermediate polypeptide 2), ATG2 [autophagy related 2 homolog A, N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 2], oviductal glycoprotein 1, plexin A3, somatostatin receptor 1, transcriptional variant 1 of rinucleotide repeat containing 5, and zinc finger and BTB domain containing 11.

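Genes that rose and then fell include regulators of signaling and trafficking. CABIN1, an inhibitor of calcineurin, went from 26.3 to 64.6 and then to 8.10. ANKRD27, a trafficking gene, rose 2.01-fold and fell 2.24-fold, C5orf34 had log2 changes of 1.04 and -1.85, and KIAA0404 (ATG2A), an autophagy gene, rose 2.03-fold and fell 2.02-fold. PLXNA3, a semaphorin receptor, rose 2.58-fold and fell 2.38-fold. DCI, an isomerase of mitochondrial fatty acid oxidation, fell 2.61-fold and rose 2.64-fold, OVGP1 fell 2.22-fold and rose 2.25-fold, and TNRC5 fell 2.72-fold and rose 2.54-fold. DNAI2 rose 2.17-fold between 0.5 and 1 h and fell 2.71-fold between 1 and 2 h. For the 11 genes measured, a list chosen on these samples and thus not independent evidence, 7 were raised and 4 lowered from 1 to 2 h, then 3 raised and 7 lowered from 2 to 3 h. At 3 h 0 were above and 2 below untreated by 2-fold. CABIN1 was at 8.10 only after quantile normalization of the filtered probes: without normalization its log2 change at 3 h was 0.09, against -1.74. C5orf34 had -1.09 at 3 h, but signals of 35.2 in untreated cells and 24.9 at 3 h, so neither was 2-fold below untreated before normalization.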

### Functional grouping of frankincense oil-regulated genes

The gene products that were altered in frankincense oil-treated bladder carcinoma J82 cells were functionally grouped according to Gene Ontology classification. Based on the biological functions, gene products that function as cytokines, membrane receptors, enzymes (including kinases, peptidases, and phosphatases), and molecular transport were identified and listed in Table 1. 

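Of the cytokine genes in Table 1, 4 of 7 were raised at 3 h, with log2 changes of 5.56 for IL8, 4.81 for CXCL2, 2.80 for IL6 and 1.99 for IL1A, next to 0.75 for CCL2 and 0.74 for CCL5, attractants of monocytes and T cells. CMTM8, a chemokine-like membrane gene, fell 2.10-fold between 1 and 2 h. Among the kinases 6 of 11 were raised at 3 h, with a median of 1.57, among them ABL2, a tyrosine kinase (3.49-fold). At 3 h against untreated, 2 of 6 measured phosphatase genes were raised and 0 lowered: DUSP5, which acts on ERK, rose from 55.4 to 574 and DUSP2 3.13-fold. From 2 to 3 h alone PPP3R1, a calcineurin subunit, fell 2.59-fold, PTPN23 4.50-fold and MTMR6, a phosphoinositide phosphatase, 2.03-fold. PTPN23 had risen from 19.0 in untreated cells to 61.8 at 2 h, and its signals before normalization were 65.7 at 2 h and 23.4 at 3 h. The phosphatase list had a median of -0.22 at 3 h, but 0.66 without normalization. Of 4 membrane receptors 3 rose between 1 and 2 h, PLXNA1 2.08-fold, and 2 fell between 2 and 3 h. RCE1, the peptidase that trims prenylated proteins, had log2 changes of -0.54 and 0.49 over these intervals at its brightest probe and -1.82 and 1.74 at a dimmer probe. In molecular transport 1 gene was raised and 5 were lowered from 2 to 3 h: SLCO4A1, an organic anion transporter, rose 2.02-fold, while SEC24A, of the COPII coat, fell 3.97-fold, IPO7, an importin, 3.05-fold and GOPC, a Golgi scaffold, 2.08-fold. These groups were chosen on these samples and are not independent evidence of their direction.

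**Figure D2:**
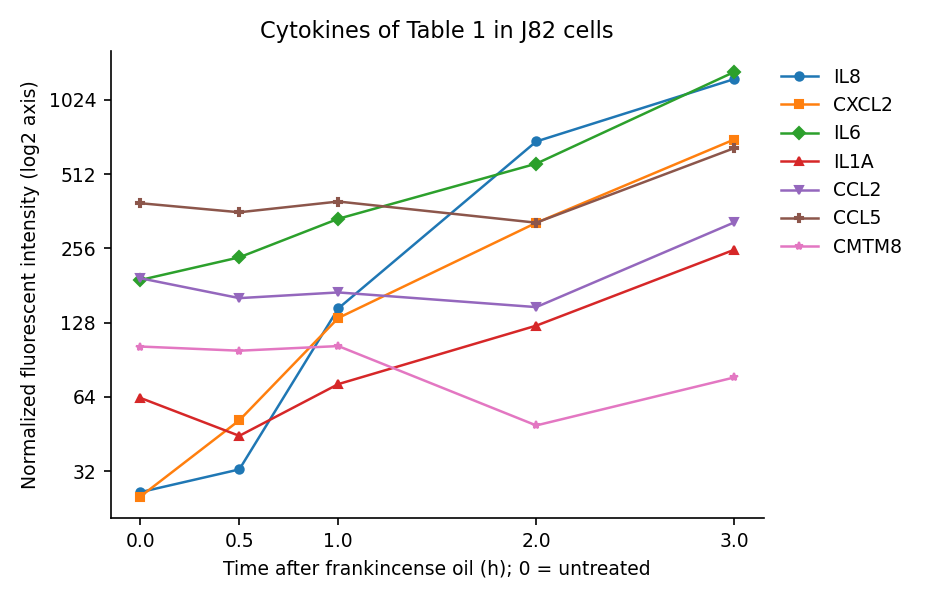
Normalized intensity of the cytokine genes from untreated to 3 h of oil, on a log2 axis. IL8, CXCL2 and IL6 climb at each time, CCL2 and CCL5 climb between 2 and 3 h, and CMTM8 dips at 2 h.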

A complete list of genes under each classification is provided in Additional file 3. 

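CDKN1A, a regulator of growth arrest, rose, while most measured cell cycle and apoptosis genes did not change 2-fold. In the list of cell cycle inhibitors, with a median log2 change of 0.42 at 3 h, CDKN1A alone of 7 measured genes was raised 2-fold, and GADD45A, a growth arrest gene, had 0.93. Of 24 DNA replication genes none was changed 2-fold (median -0.01), with 0.46 for MCM2, a subunit of the replicative helicase, and -0.43 for RFC3, of the clamp loader. Of 26 G2 and mitosis genes 1 was lowered, MAD2L1, which ended at a signal of 23.4 before normalization. The list median was -0.16, above 1.1% of random lists, with -0.74 for CCNB1, the mitotic cyclin. Among 9 G1 cyclin and E2F genes 1 was raised, MYC (2.45-fold), and the median was -0.07. No pro-apoptotic BCL2 family gene among 8 changed 2-fold, nor did any of 8 anti-apoptotic genes, with -0.87 for BCL2 and 0.57 for CFLAR, an inhibitor of caspase-8. Of 12 death receptor and caspase genes 1 rose, DEDD2. The percentiles against 10000 random lists describe these arrays only. The paper groups the genes that changed by Gene Ontology function and reasons from the roles of the raised and lowered genes in transcription, growth arrest, proliferation and cell death. For cell death it also uses viability assays, TUNEL staining and a DNA gel, which showed no ladder. Transcript levels do not measure these.

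**Figure D3:**
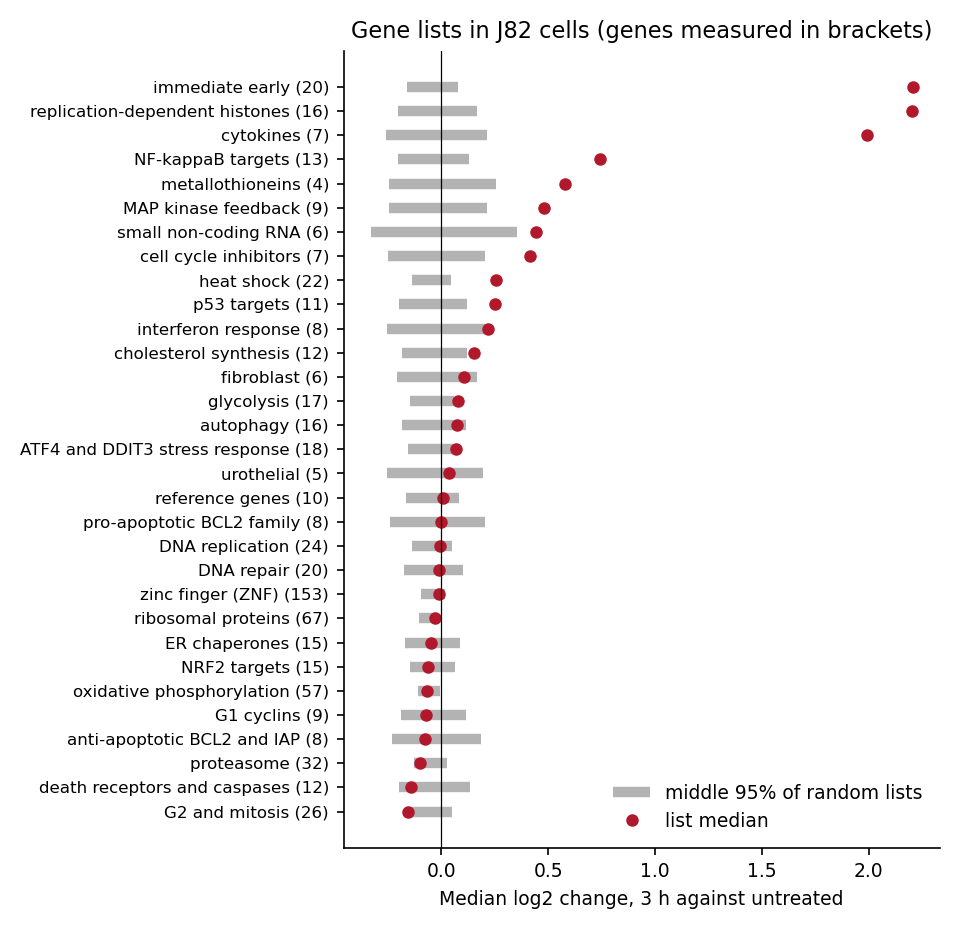
Median log2 change at 3 h against untreated of the gene lists fixed beforehand (dots) and the middle 95% of random lists of equal size and signal (bars). Of the lists shown, immediate early genes, histones and cytokines stand furthest above their bars, at 2.21, 2.20 and 1.99. Of their measured genes, 10 of 20, 10 of 16 and 6 of 7 are in the paper's additional files.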

Frankincense oil-regulated gene products that function as transcription factors, cell cycle arrest and cell proliferation, as well as apoptotic factors showed that frankincense oil induces cell cycle arrest and apoptosis in J82 cells.

**Table 1:** Functional groups of frankincense oil-regulated genes in bladder cancer J82 cells

**Function**	**Gene Symbol**	**Description**
Cytokines		
	CCL2	chemokine (C-C motif) ligand 2
	CCL5	chemokine (C-C motif) ligand 5
	CMTM8	CKLF-like MARVEL transmembrane domain containing 8
	CXCL2	chemokine (C-X-C motif) ligand 2
	IL1A	interleukin 1, alpha
	IL6	interleukin 6 (interferon, beta 2)
	IL8	interleukin 8
Enzymes – kinases		
	ABL2	v-abl Abelson murine leukemia viral oncogene homolog 2 (arg, Abelson-related gene)
	AXL	AXL receptor tyrosine kinase
	CDKN1A	cyclin-dependent kinase inhibitor 1A (p21, Cip1)
	CLK1	CDC-like kinase 1
	DLG1	discs, large homolog 1 (Drosophila)
	FGFR1	fibroblast growth factor receptor 1 (fms-related tyrosine kinase 2, Pfeiffer syndrome)
	PSTK	phosphoseryl-tRNA kinase
	SGK1	serum/glucocorticoid regulated kinase 1
	SNF1LK	SNF1-like kinase
	TAOK1	TAO kinase 1
	TRIB1	tribbles homolog 1 (Drosophila)
Enzymes – peptidases		
	RCE1	RCE1 homolog, prenyl protein peptidase (S. cerevisiae)
Enzymes – phosphatases		
	DUSP10	dual specificity phosphatase 10
	DUSP2	dual specificity phosphatase 2
	DUSP5	dual specificity phosphatase 5
	MTMR6	myotubularin related protein 6
	NUDT2	nudix (nucleoside diphosphate linked moiety X)-type motif 2
	PPP3R1	protein phosphatase 3 (formerly 2B), regulatory subunit B, alpha isoform
	PTPN23	protein tyrosine phosphatase, non-receptor type 23
Membrane Receptors		
	PLAUR	plasminogen activator, urokinase receptor
	PLXNA1	plexin A1
	PLXNA3	plexin A3
	SSTR1	somatostatin receptor 1

#### Transcription regulators

Two transcription factors, LOC12629 and EGR1, were immediately (within 30 min) up-regulated by frankincense oil (Table 2). 

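At 0.5 h the raised transcription factors were EGR1, FOS and ZNF57, and the other AP-1 genes had not moved 2-fold. JUN went from 671 to 817 and JUNB from 36.9 to 52.8, while ATF3, a stress-induced repressor, had 49.6 and 47.7 and FOSB 20.6 and 15.1. Of the 22 raised factors that Table 2 or the text names, 3 were raised in this interval and the median was 0.01, a list chosen on these samples and not independent evidence. Zinc finger genes of the ZNF family did not move as a group: their median at 3 h was -0.01 over 153 genes, 3 raised and 2 lowered, with 1.53 for ZNF223 and -1.17 for ZNF354A. ZNF57 was itself among the lowered, at -1.46, but without normalization it stood at 0.04.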

Another 5 transcription factors, including ATF3, FOS, FOSB, KLF2, and ZNF234 were up-regulated within 1 hour and sustained for at least 2 hours following frankincense oil treatment. 

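ATF3 rose 3.13-fold from 0.5 to 1 h, 5.29-fold from 1 to 2 h and 2.16-fold from 2 to 3 h, reaching 1712. FOS went from 26.7 at 0.5 h to 144, 726 and 1418, and FOSB, its paralog, to 58.7, 295 and 633. KLF2, a Krueppel-like factor, rose 2.01-fold from 0.5 to 1 h, had a log2 change of 0.36 over the next hour and rose 2.32-fold from 2 to 3 h. ZNF234, a KRAB zinc finger gene, rose 2.48-fold to 82.8 at 1 h and then stood at 42.3 and 27.8. At 3 h FOS was at least 74.7-fold, FOSB 30.8-fold, ATF3 34.5-fold and KLF2 4.74-fold above untreated, whereas ZNF234 had a log2 change of -0.47. From 0.5 to 1 h 7 of the 22 raised factors were raised, all from intensities under 64 except EGR1 and ZFP36.

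**Figure D4:**
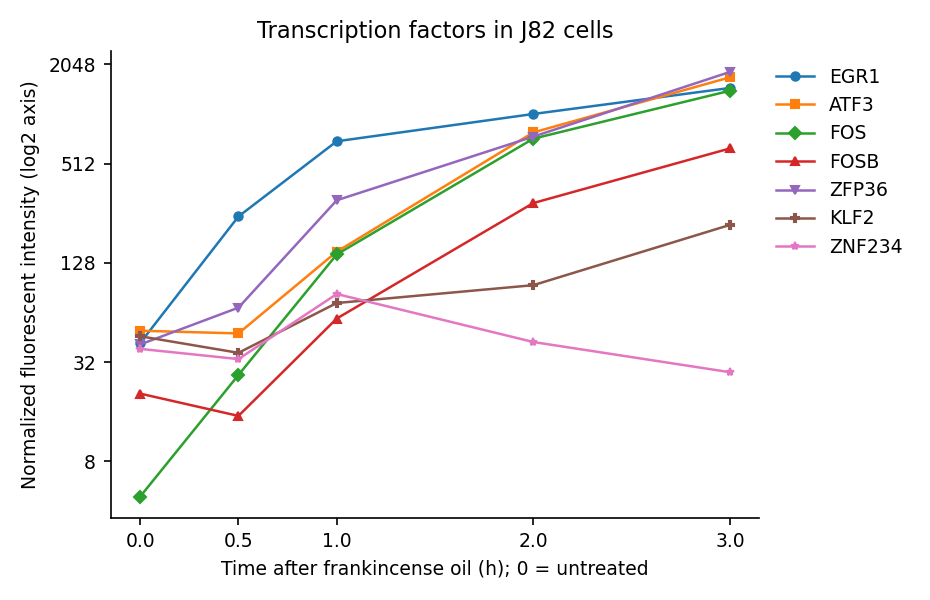
Normalized intensity of EGR1, ATF3, FOS, FOSB, ZFP36, KLF2 and ZNF234 from untreated to 3 h of oil, on a log2 axis. EGR1 leads at 0.5 h, FOS, FOSB, ATF3 and ZFP36 climb from 0.5 h to 3 h, and ZNF234 peaks at 1 h.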

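KLF4, a Krueppel-like factor that restrains epithelial growth, rose 2.65-fold between 1 and 2 h, from 123 to 326, and reached 557 at 3 h. KLF5, its growth-promoting relative, rose 2.45-fold, from 28.5 to 69.9, and went back to 35.6. ZBTB11, a BTB zinc finger gene, rose 2.21-fold to 70.3 and then fell 2.31-fold. Against untreated, only KLF4 stood above 2-fold at 3 h, at 6.25-fold, with log2 changes of -0.33 for KLF5 and -0.40 for ZBTB11. KLF5 and ZBTB11 began below 64 units, and their rises are lost with at least 64 units on both arrays.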

Three transcription factors, KLF4, KLF5, and ZBTB11 were up-regulated by frankincense oil between 1 and 2 hours post-treatment. The remaining 11 transcription factors (DDIT3, DEDD2, DENR, HES1, ID1, JUN, JUNB, SNAPC1, TSC22T1, UBTF, ZFP36) were considered to be late responders because their expression was altered after 2 hours of frankincense oil exposure.

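The AP-1 partner JUN rose 2.15-fold between 2 and 3 h to 4465, and JUNB 2.04-fold. DDIT3, the stress factor CHOP, went from 736 to 1648, DEDD2, a death effector domain gene, from 307 to 643, and DENR, of translation reinitiation, from 68.7 to 140.5. HES1, a repressor downstream of Notch, rose 5.18-fold, ID1, an inhibitor of basic helix-loop-helix factors, 2.15-fold, SNAPC1, of small nuclear RNA transcription, 2.31-fold and UBTF, of ribosomal RNA transcription, 2.76-fold after a low of 39.2 at 2 h. ZFP36 rose 2.44-fold between 1 and 2 h and 2.47-fold between 2 and 3 h, to 1844. For TSC22D1 the brightest probe had a log2 change of -0.09 and another probe 1.34. Across the 22 raised factors of Table 2 and the text, 14 were raised and 2 lowered in this interval, and 15 stood above and 1 below untreated at 3 h. Of the 4 lowered factors measured, 3 were lowered, among them RAI1 (2.38-fold). Both lists were chosen on these samples.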

**Table 2:** Frankincense oil-regulated transcription factors in J82 cells

	Time after frankincense oil stimulation (hours)			
	
	<0.5	0.5–1	1–2	2–3
Up-regulated	LOC126295 (NM_173480.1) *	ATF3 (NM_001040619.1)	KLF4 (NM_004235.3)	DDIT3 (NM_004083.4)
	EGR1 (NM_001964.2)	FOS (NM_005252.2)	KLF5 (NM_001730.3)	DEDD2 (NM_133328.2)
		FOSB (NM_006732.1)	ZBTB11 (NM_014415.1)	DENR (NM_003677.3)
		KLF2 (NM_016270.2)		HES1 (NM_005524.2)
		ZNF234 (NM_006630.1)		ID1 (NM_181353.1)
				JUN (NM_002228.3)
				JUNB (NM_002229.2)
				SNAPC1 (NM_003082.2)
				TSC22D1 (NM_006022.2)
				UBTF (NM_014233.1)
				ZNF682 (NM_033196.1)

Down-regulated	POLR2K (NM_005034.3)	ING4 (NM_198287.1)		HDAC4 (NM_006037.2)
				RAI1 (NM_030665.3)
				TAF15 (NM_003487.2)

*GenBank accession number.

#### Cell cycle arrest and cell proliferation

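CDKN1A, which encodes the CDK inhibitor p21, was 6.80-fold above untreated at 3 h, and SNF1LK, a kinase of the salt-inducible family, 7.05-fold. GADD45B, a stress gene, had a log2 change of 0.80 and CDKN2D, the CDK4 inhibitor p19, 0.42. Among genes that drive the cycle, RRM2, a ribonucleotide reductase subunit, had 0.35, CDC45, of replication start, 0.34, CDC25C, the phosphatase that starts mitosis, -0.41, and E2F3, a factor of S phase genes, -0.55. None of these 4 changed 2-fold. The median of the cell cycle inhibitors was above 99.8% of random lists, as a description of these arrays. Of the 7 genes measured in that list, 2 are in the paper's additional files.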

Several gene products identified as frankincense oil responsive genes were negatively associated with regulation of cell proliferation and positively associated with cell cycle arrest (Table 3). 

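IL8 climbed from 26.3 in untreated cells to 146 at 1 h, 694 at 2 h and 1241 at 3 h. IL6, a cytokine of the acute phase response, went from 191 to 1326, and IL1A, a proinflammatory cytokine, from 63.4 to 253. CDKN1A stood at 56.3, 95.7, 167 and 383 at 0, 1, 2 and 3 h, and SNF1LK rose 2.99-fold between 2 and 3 h. CLK1, a kinase of splicing factors, was 2.98-fold above untreated at 3 h. DLG1, a scaffold of cell polarity, rose 2.30-fold between 1 and 2 h and NEDD9, a scaffold of focal adhesions, had a log2 change of 1.32, and at 3 h their log2 changes were -0.38 and 0.57. The rises of DLG1 and NEDD9 began below 64 units and are lost with at least 64 units on both arrays.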

Genes that have been identified as anti-proliferative genes, including IL8, CLK1, DLG1, KLF4, NEDD9, CDKN1A, IL1A, IL6, and SNFILK were up-regulated in frankincense oil-treated J82 cells. In addition, DDIT3 along with IL8 and CDKNIA being identified to be responsible for cell cycle arrest were also up-regulated by frankincense oil. In contrast, H2AFX and HDAC4, genes that are responsible for DNA repair and cell cycle progression, were suppressed by frankincense oil. 

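DDIT3 was 4.75-fold above untreated at 3 h, with log2 changes of 0.73 from 0.5 to 1 h, 0.49 from 1 to 2 h and 1.16 from 2 to 3 h. IL8 rose earlier, 4.75-fold from 1 to 2 h, with 0.84 (log2) from 2 to 3 h. CDKN1A had log2 changes of -0.05, 0.81, 0.81 and 1.19 over the 4 intervals, so that it passed 2-fold within 1 interval only from 2 to 3 h. Table 3 names 14 genes, of which 13 were measured and 1 is not analysed here. At 3 h 8 of the 13 were raised and 1 was lowered, with a median log2 change of 1.99. They enter the table because they changed on these arrays, so it is not independent evidence of a direction. Among probes with the signal of CDKN1A, the spread of the 2 to 3 h changes was 0.351, and for DDIT3 0.331.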

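H2AFX, the histone variant that marks DNA breaks, fell 2.09-fold between 1 and 2 h, from 107 to 51.0, and was back at 96.1 at 3 h. HDAC4, a class IIa histone deacetylase, fell 2.16-fold between 2 and 3 h, from 68.0 to 31.5, and stood 2.04-fold below untreated. Among 20 DNA repair genes listed beforehand none was changed 2-fold at 3 h and the median was -0.01, with 0.81 for XRCC2, of homologous recombination, 0.62 for LIG1, a DNA ligase, and -0.40 for NBN, of break sensing. The falls of H2AFX and HDAC4 end below 64 units and are not counted where at least 64 units are required on both arrays.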

Other anti-proliferative genes, including SSTR1, IL1A, and IL6, were also up-regulated between 0.5 and 2 hours upon frankincense oil stimulation.

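SSTR1, a somatostatin receptor, had intensities of 47.4, 37.2, 28.4 and 70.3 up to 2 h and 27.2 at 3 h, rising 2.48-fold between 1 and 2 h and falling 2.59-fold after it. IL1A had log2 changes of 0.70 and 0.79 from 0.5 to 1 and from 1 to 2 h, and 1.02 from 2 to 3 h. IL6 had 0.52, 0.74 and 1.23 over the same intervals. Of the 3 genes, IL6 and IL1A were highest at 3 h and SSTR1 at 2 h. The rise of SSTR1 starts below 64 units on the 1 h array.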

**Table 3:** Frankincense oil-regulated growth inhibitory genes in J82 cells

	Time after frankincense oil exposure(hours)				
	
Gene Symbol	0	<0.5	0.5–1	1–2	2–3
IL8	26.3	**32.6**	**146.2**	**693.6**	1241.4
CLK1	42.3	56.1	**57.9**	**121.2**	203.3
DLG1	48.3	41.2	**31.2**	**71.8**	37.2
H2AFX	105.6	103.3	**106.6**	**51.0**	96.1
ING4	73.7	63.0	**75.3**	**37.2**	43.6
KLF4	89.2	68.8	**123.2**	**326.0**	556.9
NEDD9	38.3	34.3	**23.8**	**59.7**	56.7
SSTR1	47.4	37.2	**28.4**	**70.3**	27.2
CDKN1A	56.3	54.5	95.7	**167.4**	**382.9**
DDIT3	346.7	316.0	523.2	**735.5**	**1647.7**
HDAC4	64.4	61.7	52.1	**68.0**	**31.5**
IL1A	63.4	44.5	72.1	**124.5**	**252.5**
IL6	190.5	235.4	337.2	**563.8**	**1326.4**
SNF1LK	40.6	38.8	48.9	**95.8**	**286.3**
IL8	26.3	32.6	146.2	**693.6**	**1241.4**
CLK1	42.3	56.1	57.9	**121.2**	**203.3**
DLG1	48.3	41.2	31.2	**71.8**	**37.2**

Normalized values of fluorescent intensities are presented. Bold font indicates a minimum two-fold change between adjacent time points.

#### Apoptosis

Levels of a large number of genes that are responsible for apoptosis were found to be modulated by frankincense oil (Figure 3). These genes included CDKN1A, DEDD2, IER3, IL6, SGK, and TNFAIP3 (up-regulated between 1 and 2 hours and remained up-regulated) as well as GAD45B, NUDT2, and others (up-regulated between 2 and 3 hours). In addition, the cell survival gene, AXL, was down-regulated by frankincense oil. However, two anti-apoptotic genes, GSTP1 and IL1A, were up-regulated. 

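Genes of this group rose in steps. The list had 3 raised genes from 0 to 0.5 h, 10 from 0.5 to 1 h, 19 from 1 to 2 h and 26 from 2 to 3 h. Lowered genes numbered 0, 1, 1 and 4 in these intervals. TRIB1, a pseudokinase of MAP kinase signaling, rose 2.27-fold between 1 and 2 h, and GEM 2.99-fold between 2 and 3 h. At 3 h 29 of the 46 genes measured stood 2-fold or more above untreated and 1 below, with a median log2 change of 1.95, or 1.84 when genes under the noise limit enter with their bounds. The median was 1.22 with at least 64 units on both arrays. The list was drawn from genes that changed on these arrays and is not independent evidence of a direction.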

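SGK, a serum- and glucocorticoid-induced survival kinase, rose 2.13-fold between 1 and 2 h to 1458 and reached 2235 at 3 h. TNFAIP3, which restrains NF-kappaB signaling, rose 2.67-fold between 1 and 2 h and stood 8.01-fold above untreated at 3 h. DEDD2 had a log2 change of 0.52 between 1 and 2 h and 1.07 between 2 and 3 h. GADD45B rose 2.08-fold between 2 and 3 h, from 135 to 280.3. For NUDT2, which hydrolyses diadenosine tetraphosphate, the brightest probe had intensities of 124, 102 and 124 from 1 to 3 h, while another probe had log2 changes of -3.08 and 3.81. One of the genes is not analysed here.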

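AXL, a receptor tyrosine kinase of cell survival, has 2 probes in the filtered set. The brighter probe had intensities of 1935 in untreated cells, 2543 at 0.5 h, 2196 at 1 h and 2235 at 2 h, and 1338 at 3 h, a log2 change of -0.74 over the last interval. The other probe fell 2.17-fold in that interval, from 1614 to 745. Against untreated the brighter probe had -0.53 at 3 h. FGFR1, another receptor tyrosine kinase, rose 2.18-fold in the same interval. The 2 probes of AXL have the same direction, and only 1 of them passes 2-fold.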

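GSTP1 had intensities of 59.3, 66.2 and 49.8 up to 1 h, 12.3 at 2 h and 54.5 at 3 h. It thus rose 4.43-fold between 2 and 3 h after a 4.04-fold fall between 1 and 2 h, and at 3 h it had a log2 change of -0.12 against untreated. IL1A had intensities of 72.1 at 1 h and 124 at 2 h and rose 2.03-fold between 2 and 3 h. The rise of GSTP1 is measured from the 2 h array and is lost without that array, and before normalization its signals were 49.2, 26.2 and 50.8 from 1 to 3 h, under 2-fold each way. IL1A holds 64 units or more on both arrays of its interval.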

A similar contradiction was seen with a pro-apoptotic gene, ING4, being down-regulated.

**Figure 3:**
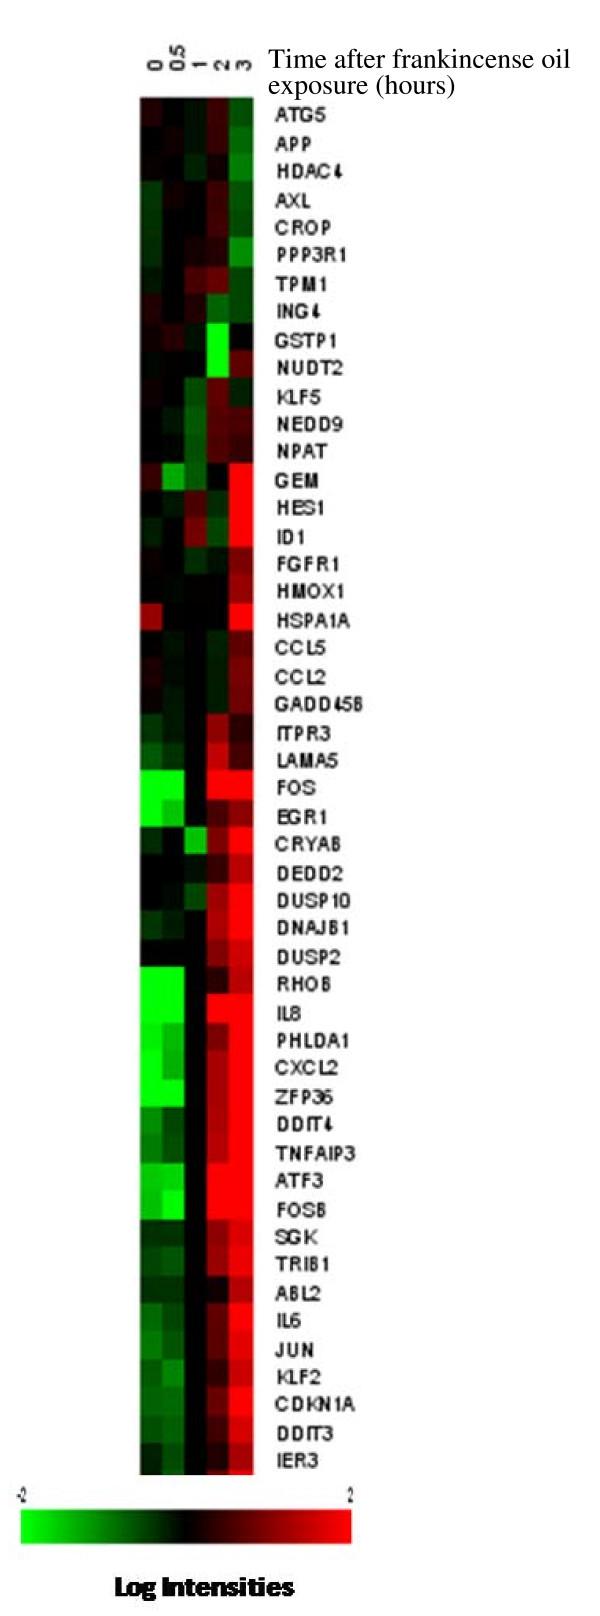
**Hierarchical clustering of frankincense oil-regulated apoptosis-related genes in J82 cells**. The map was obtained using Biometric Research Branch (BRB) ArrayTools version 3.4.0 – Beta_2 software  after log_2 _transformation of fluorescence intensities. Each column represents time intervals following frankincense oil exposure, and each row represents a gene probe set. The expression levels for individual genes are indicated by green/red color indicating an elevated/suppressed level of expression, respectively.

### Frankincense oil-induced cell death

TUNEL analysis was performed to determine whether frankincense oil treated J82 cells undergo apoptosis. Frankincense oil treatment resulted in an increased number of bright red colored TUNEL positive cells as compared to untreated cells (Figure 4A). Genomic DNA fragmentation was determined between hours 1 and 6 in J82 cells following frankincense oil treatment. Agarose gel electrophoresis results showed that all genomic DNA remained as large pieces of DNA without forming a small DNA ladder (Figure 4B). There was no detectable genomic DNA for J82 cells harvested at 12 hours following frankincense oil treatment (data not shown).

**Figure 4:**
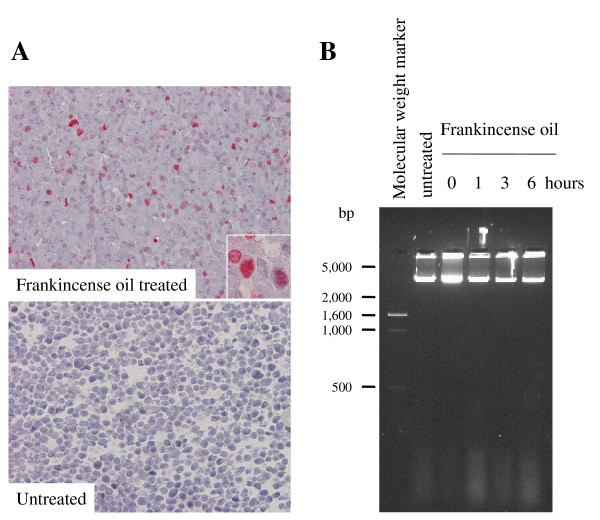
**Frankincense oil-induced J82 cell death**. To determine whether frankincense oil-induced apoptosis in bladder cancer cells, J82 cells were seeded in 60 mm tissue culture plates at the concentration of 2 × 10^5 ^cells per plate, cultured overnight for adherence, and either left untreated or treated with 1:1,000 dilution of frankincense oil. (A) TUNEL analysis was performed at 3 hours following treatment. Apoptotic cells with damaged DNA were stained positive with a bright red color (inserts). (B) DNA fragmentation was determined by separating genomic DNA on a 2% agaorse gel; and the gel image was captured using Gel Doc 100 system (Bio-Rad, Hercules, CA).

## Discussion

Ranging from herbs to acupuncture, alternative medicine is becoming increasingly popular for managing health-related issues. In this brief report, we described that frankincense oil, with a window of concentration, specifically suppressed cell viability in human bladder carcinoma J82 cells, but did not affect cell viability in immortalized normal urothelial UROtsa cells. Frankincense oil suppressed J82 cell viability may be attributed to the activation of growth arrest and pro-apoptotic genes. The possibility that the witnessed differences in cell survival could be due to the presence of EGF in the media was considered. Despite this concern, we expected that UROtsa cells' resistance to frankincense oil as compared to J82 cells may not result from the presence of EGF in their growth medium based on the following observations: first, a higher concentrations of EGF (i.e. 1 μg/ml) had been reported for apoptosis protection [27], second, UROtsa cells cultured in EGF-free medium were less sensitivity to frankincense oil-suppressed cell viability as compared to J82 cells, although the overall UROtsa cell viability was reduced (data not shown), and third, four other oils, including sandalwood oil (*Santalum album*), balsam fir oil (*Abies balsamea*), palo santo oil (*Bursera graveolens*), and tsuga oil (*Tsuga canadensis*) (Young Living Essential Oils), induced nearly identical cytotoxicity in both J82 and UROtsa cells (data not shown).

Commercial frankincense oil was directly applied in our experimental cell models without modification. It was not our intention in this preliminary study to dissect the specific chemical composition of frankincense oil nor determine its efficacious dosage, since some reports indicated that total frankincense extract is more potent than pure, specific boswellic acids [9]. However, a standard assessment between chemical composition of frankincense oil and its efficacy in tumor suppression will be required in future clinical trials. In addition, frankincense oil was directed added to cell culture media in this study without the inclusion of a carrier; and dose-dependent suppression in cell viability was observed in both J82 and UROtsa cells in the absence of any oil carrier. The absence of carrier eliminated carrier-dependent effects of frankincense resin extract as reported by Chevrier *et al*. [4].

Gene expression analysis was terminated within 3 hours following frankincense oil treatment, since isolated RNA quality and quantity were not sufficient for microarray analysis beyond this time point. We reported a total of 122 up- and 47 down-regulated genes with greater than 2-fold induction or suppression over the period of 3 hours. These findings suggested very specific actions of frankincense oil. 

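EGR1, FOS and CXCL2, 3 of the 5 genes raised by 0.5 h, were still 2-fold above untreated at 3 h, and ZC3H12A, an RNase that degrades cytokine mRNA, was 5.42-fold above. Of the named genes first raised from 0.5 to 1 h 10 of 14 were still 2-fold up at 3 h, of those first raised from 1 to 2 h 18 of 41, and from 2 to 3 h 27 of 50. Among lowered genes, 1 of 22 first lowered from 1 to 2 h and 12 of 42 first lowered from 2 to 3 h were 2-fold below untreated at 3 h. CELSR3, an adhesion receptor, ended at 44.5 from 34.0 after 73.9 at 2 h. A gene first changed from 2 to 3 h has had no later array on which to return.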

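At 3 h against untreated, genes of several housekeeping pathways were not changed 2-fold. Of 67 ribosomal protein genes none was changed and the median log2 change was -0.03. The same held for 17 glycolysis genes (0.08), 32 proteasome genes (-0.10), 15 chaperones of the endoplasmic reticulum (-0.05), 16 autophagy genes (0.07) and 10 reference genes (0.01), where GUSB, a lysosomal enzyme, had 0.29 and HPRT1, of purine salvage, -0.23. PSMD10, a proteasome assembly factor, had -0.55, and SQSTM1, an autophagy receptor, 0.37. Targets of the aryl hydrocarbon receptor had only 2 genes measured, TIPARP (0.67) and NQO1 (-0.25). Quantile normalization sets the same distribution on each array, so a shift shared by all genes would not be seen. Without normalization the median of the filtered probes was -0.14 at 3 h against untreated, and the list of ribosomal proteins then stood 0.07 above the median gene.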

The genome-wide gene expression analysis supports patterns of stress, activation of cell cycle arrest, suppression of cell proliferation, and activation of apoptotic signaling in frankincense oil-treated J82 cells within 1 hours of stimulation, and some of these processes were sustained for 3 hours.

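DDIT4, an inhibitor of mTORC1, went from 80.9 to 893 by 3 h, and 5 of 13 NF-kappaB targets were raised. HMOX1, the heme oxygenase induced by oxidants, rose 2.22-fold, the only raised gene among 15 NRF2 targets, whose median was -0.06. From 0.5 to 1 h the median was 0.52 for the cytokines and 0.22 for the NF-kappaB targets, while 0 of 22 heat shock genes were raised, and from 1 to 2 h the medians were 0.74, 0.33 and, for heat shock, 0.17. Feedback regulators of MAP kinase signaling had 3 of 9 genes raised at 3 h, with a median of 0.48, and DUSP4, a MAP kinase phosphatase, had 0.74. The median of that list was 0.07 with at least 64 units on both arrays. DDIT4 held over 64 units throughout.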

Based on the temporal regulation of the genes identified by microarray and bioinformatics analysis, we proposed that frankincense oil induces various death pathways in J82 cells. Waves of transcription factors were regulated by frankincense oil from between 30 min and 3 hours. EGR1 was one of the few genes that were rapidly up-regulated within the first 30 min. Although EGR1 has been shown to be an early gene that is immediately up-regulated in other systems and is correlated with DNA repair [28], the mechanism for elevated EGR1 expression by frankincense oil is unclear. EGR1 has been reported to increase transcription of another transcription factor ATF3 [29]; and levels of ATF3 were increased in our system between 30 and 60 min after frankincense exposure. ATF3 is induced by stresses and can bind to DDIT3 [30], which was up-regulated between 2 and 3 hours in our system. In addition, DDIT3 responds to DNA damage [31], and is responsible for cell cycle arrest [32]. Moreover, using the PAINT webtool [33] to search the TRANSFAC database, we identified EGR1 and ATF3 binding sequences upstream of multiple apoptosis-related genes identified in our system. 

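Of 18 genes of the ATF4 and DDIT3 stress response, 4 were raised at 3 h and 0 lowered: ATF3, DDIT3, DDIT4, which rose 2.49-fold between 1 and 2 h, and PPP1R15A, a phosphatase subunit that restores translation after stress, at 3.03-fold above untreated. The list median was 0.07, and the other members did not change 2-fold. DDIT3 had 347 in untreated cells, 316 at 0.5 h and 523 at 1 h, before ATF3 had reached its highest level. Chaperones of the endoplasmic reticulum, which the unfolded protein response induces, had no gene changed 2-fold, with 0.43 for HYOU1 and 0.57 for DNAJB9. With at least 64 units on both arrays, which leaves out ATF3 (signal of 45.6 in untreated cells), the median of the stress list is -0.01. With a higher minimum signal it is -0.02, so the list has no direction that holds in each setting.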

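In the interval from 2 to 3 h HES1 went from 25.3 to 131 and RHOB, a small GTPase of the actin cytoskeleton, rose 2.24-fold, standing at least 3.59-fold above untreated. TRIB1 reached 669, 5.26-fold above untreated, with a log2 change of 0.67 in that interval. FGFR1 went from 36.2 to 78.9, with 0.92 (log2) against untreated. EGR1 itself was highest at 3 h. Binding was not measured on these arrays, which give transcript levels only, and RHOB starts from below the noise limit.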

EGR1 can bind 5'-flanking regions of 5 of the identified apoptosis-related genes (FGFR1, GADD45B, HES1, RHOB, and TRIB1) that were up-regulated between 2 and 3 hours. 

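FOSB rose 5.03-fold between 1 and 2 h and 2.15-fold between 2 and 3 h. GEM, a Ras-like GTPase, went from 8.10 to 77.2 and then 231, at least 12.1-fold above untreated, while a dimmer probe had a log2 change of 0.69 from 1 to 2 h and went from 26.0 in untreated cells to 92.0 at 3 h, and LAMA5 was at 1126 at 1 h and 1632 at 3 h. HSPA1A had signals of 16.7 at 2 h and 110.0 at 3 h before normalization and an intensity of 118 at 3 h after it, ID1 went from 486 to 1044, and JUN stood 6.65-fold above untreated at 3 h. ATG5, which conjugates ATG12 in autophagy, fell 2.05-fold between 2 and 3 h, from 65.9 to 32.1. The fall of ATG5 ends below 64 units, and LAMA5 at 3 h is still 2.33-fold above untreated. Binding sites were not examined.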

Binding sites for ATF3 were found in the 5'-flanking regions of 3 apoptosis-related genes (FOSB, GEM, and LAMA5) that were up-regulated between 1 and 2 hours, and 3 additional genes (HSPA1A, ID1, and JUN) between 2 and 3 hours. By similar inference, ATF3 may also account for the expression of 2 down-regulated genes: ING4 (1–2 hours) and ATG5 (2–3 hours). The sequential expression of these identified transcription factors may be ultimately responsible for cell cycle arrest, suppressed cell proliferation, and apoptosis in frankincense oil-treated J82 cells.

Suppressed cell viability and proliferation in frankincense oil-treated J82 cells was also confirmed by elevated expression of genes that are responsible for cell cycle arrest and anti-proliferation. Up-regulated IL8 [34] and CDKN1A [35] have been shown to be responsible for cell cycle arrest and suppressed cell proliferation. IL1A is a negative regulator for cell cycle progression and cell proliferation [36]; and IL6 has been shown to induce growth arrest [37]. However, levels of ING4, a molecule that is a negative regulation of cell proliferation in a human hepatocellular liver carcinoma cell line (HepG2) [38], were up-regulated in frankincense oil-treated cells. ING4 may function differently between J82 cells and HepG2 cells; or ING4 activity is suppressed by a large number of pro-apoptotic molecules in response to frankincense oil.

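SGK was 4.23-fold above untreated at 3 h and TNFAIP3 went from 109 to 876, while members of the BCL2 family did not change 2-fold. Among pro-apoptotic members, the median of 8 genes was 0.00, with 0.45 for PMAIP1 (NOXA), -0.16 for BID and -0.48 for BNIP3L, a mitophagy receptor. On the survival side, BIRC5, the inhibitor of apoptosis survivin, had -0.34 and BIRC2 -0.38, and the median of 8 genes was -0.07. Their medians lie above 64.4% and 39.8% of random lists.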

Frankincense oil up-regulated several pro-apoptotic genes, including CDKN1A [39], DEDD2 [40], NUDT2 [41], SGK, TNFAIP3, and IER3 [42]. 

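Over the intervals up to 2 h the brighter AXL probe had log2 changes of 0.39, -0.21 and 0.03, none of them 2-fold. Its other probe had 898 in untreated cells, 1296 at 0.5 h and 1177 at 1 h, and was higher still at 2 h. ABL2, a cytoskeletal tyrosine kinase, had a log2 change of 0.14 between 1 and 2 h and rose 2.44-fold between 2 and 3 h. At its highest, AXL stood under 2-fold from untreated at both probes, and the fall after 2 h is read from the 3 h array alone.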

Elevated expression (between 0.5 and 2 hours) followed by suppressed expression (2–3 hours) of a cell survival membrane receptor, AXL [43], suggests that cells may try to prolong cell survival following frankincense oil exposure. We also propose that frankincense oil might activate both extrinsic and intrinsic death signaling in J82 cells through stress and death receptors, respectively, to execute apoptosis. 

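Of 11 p53 targets 2 were raised at 3 h and 0 lowered: CDKN1A, and SAT1, which degrades polyamines, at 4.20-fold above untreated. The list median was 0.25, above 9986 of 10000 random lists, and over the 4 intervals it was -0.02, 0.11, 0.21 and 0.19. GADD45A, which acts in growth arrest after DNA damage, had 1303 in untreated cells and 2489 at 3 h. SSTR1 had a log2 change of -0.80 at 3 h. OGG1, of base excision repair, had -0.31. The list shares 2 genes with the cell cycle inhibitors and 1 with the paper's additional files, and its percentile describes these arrays only.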

Intrinsic death signaling was suggested by up-regulated expression of SSRT1, GADD45B, DDIT3, CDKN1A that have been shown to be required for DNA damage-induced cell cycle arrest [35,39]. 

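Among 12 measured genes for death receptors, their adaptors and caspases, DEDD2 alone was raised at 3 h (2.77-fold). CASP8, the initiator caspase of death receptors, had a log2 change of -0.62, CASP9, the initiator of the mitochondrial route, 0.34, and APAF1, its scaffold, -0.51. No gene of the list was lowered 2-fold. The list median was -0.14, above 11.1% of random lists, as a description of these arrays.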

Extrinsic death signaling was implicated by the up-regulated expression of DEDD2, which is a death domain receptors and induces apoptosis [40].

Although the bioinformatics and TUNEL analyses reported here suggested that frankincense oil induced apoptosis, rather than necrosis, in J82 cells, frankincense oil did not cause DNA fragmentation, a hallmark of apoptosis, in this bladder cancer cell line. It is possible that DNA fragmentation occurred between 6 and 12 hours post frankincense oil treatment. Alternatively, apoptosis without DNA fragmentation has been reported in several occasions [44-46]; and frankincense oil-induced J82 cell death may fit in this category. The detailed molecular and biological pathways utilized by frankincense oil in inducing bladder cancer cell specific cell death require further investigation.

This study helps to show that frankincense oil may be appropriate as an alternative therapy for bladder cancer. This is the first report demonstrating that frankincense oil can discriminate between bladder cancer cells and normal urothelial cells in a cell culture system, and utilizing microarray technology to identify potential biological pathways activated by frankincense oil. Our results are consistent with a news report that frankincense oil specifically targets malignant melanoma but not normal skin cells in horses . Future studies are required to determine whether frankincense oil has similar effects on other bladder cancer cell lines of varying severity such as RT4, T24, and 5637, followed by *in vivo *studies using bladder cancer animal models. In addition, a standard manufacturing and indication needs to be applied before the commercial frankincense oil can be used as an alternative or complementary therapy for treating bladder cancer.

## Conclusion

Frankincense oil can discriminate bladder cancer cells and normal urothelial cells in culture. The oil suppresses cell survival and induces apoptosis in cultured bladder cancer cells. Based on this preliminary observation, frankincense oil may represent an alternative intravesical therapy for bladder cancer, although more bladder cancer cell lines and animal models need to be used to confirm current observations.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MBF and JO conducted microarray and bioinformatics analysis. QY, JTA, and MRS performed cell biology and apoptosis analysis of cultured bladder cells. RS, RAA, JCW, KMF, and HKL conceived the idea, designed the experiments, and interpreted the experimental results. All authors contributed to manuscript preparations and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

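OASL, an interferon-induced gene, rose 3.35-fold by 3 h, and PDE4D, a cAMP phosphodiesterase, 2.15-fold between 1 and 2 h. From 2 to 3 h the chaperone gene CRYAB rose, with a log2 change of 2.42. Additional file 1 holds 147 folds for 122 genes. A named probe was found for 135 of these folds: 125 match the brightest probe of the gene within 1%, 131 match any of its probes, and 133 belong to a gene called raised in that interval. Of the 110 named genes raised here, 109 are in that file. The other is GSTTP2, a glutathione transferase pseudogene chosen after its values were seen, with a log2 change of 1.24 from 2 to 3 h.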

Additional file 1 **Genes with minimum two-fold increase in adjacent time points. **The data provided a list of all genes whose levels of expression are elevated at least two folds from one time point to the next time point. Click here for file

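SNORD36C, a small nucleolar RNA, fell 9.04-fold between 2 and 3 h, but its signals before normalization were 33.8 and 12.6. DEPDC1B, a mitotic gene, fell 2.00-fold. Of the 47 folds in Additional file 2, 43 belong to a gene with a named probe, and all 43 were called lowered in the interval given. The brightest probe matches 38 within 1% and any probe 42. A further 28 named genes were lowered here, 8 of which stand among the raised genes of Additional file 1 and 19 in the functional groups of Additional file 3. They include MAD2L1, SEC24A, GSTP1 and ZNF354A. TPM1, a tropomyosin, had a log2 change of 0.05 from 2 to 3 h at its brightest probe and -1.32 at another.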

Additional file 2 **Genes with minimum two-fold decrease in adjacent time points. **The data listed all genes whose levels of expression are suppressed at least two folds from one time point to the next time point. Click here for file

Additional file 3 **Functional groups of frankincense oil-regulated genes in bladder cancer J82 cells. **The data provided the gene ontology classification for all genes that are regulated by frankincense oil. 

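In the cytokine list, fixed before the deposited data were examined, 4 of 7 measured genes were raised at 3 h, with a median of 0.75 where at least 64 units are required on both arrays, and in the list of small non-coding RNA 2 of 6, with 1 lowered. RN7SK was 7.74-fold above untreated and SNORD56 2.16-fold. SNORD36C, at a signal of 27.8 in untreated cells, was 12.0-fold below untreated at 3 h after normalization and less so before it. TAOK1, a kinase of the MAP kinase cascade, rose 2.10-fold between 1 and 2 h, and PLEC1, the cytolinker plectin, 2.27-fold. Of the 7 cytokines 6 are also in the additional files, and of the 16 histone genes 10.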

Click here for file

# Supplementary material for: Frankincense oil derived from Boswellia carteri induces tumor cell specific cytotoxicity
**Source:** BMC Complement Altern Med. 2009 Mar 18;9:6. doi: 10.1186/1472-6882-9-6
**Supplement:** Additional file 1 — Genes with minimum two-fold increase in adjacent time points. The data provided a list of all genes whose levels of expression are elevated at least two folds from one time point to the next time point.

Supplementary Table 1: Genes with minimum two-fold increase in adjacent time points

# Supplementary material for: Frankincense oil derived from Boswellia carteri induces tumor cell specific cytotoxicity
**Source:** BMC Complement Altern Med. 2009 Mar 18;9:6. doi: 10.1186/1472-6882-9-6
**Supplement:** Additional file 2 — Genes with minimum two-fold decrease in adjacent time points. The data listed all genes whose levels of expression are suppressed at least two folds from one time point to the next time point.

Supplementary Table 2: Genes with minimum two-fold decrease in adjacent time points

| SYMBOL | Time (hours) | | | | DEFINITION |
| --- | --- | --- | --- | --- | --- |
| 0-0.5 | 0.5-1 | 1-2 | 2-3 |
| TUBG1 |  | -2.34 |  |  | Tubulin, gamma 1, transcript variant 4 (predicted) |
| VPS11 |  | -2.12 |  |  | Vacuolar protein sorting 11 homolog (S. cerevisiae) |
| POLR2K |  | -2.00 |  |  | Polymerase (RNA) II (DNA directed) polypeptide K, 7.0kDa |
| TNRC5 |  |  | -2.72 |  | Trinucleotide repeat containing 5, transcript variant 1 |
| DNAI2 |  |  | -2.71 |  | Dynein, axonemal, intermediate polypeptide 2 |
| DCI |  |  | -2.61 |  | Dodecenoyl-Coenzyme A delta isomerase (3,2 trans-enoyl-coenzyme A isomerase), nuclear gene encoding mitochondrial protein |
| SNORD36C |  |  | -2.54 |  | Small nucleolar RNA, C/D box 36C on chromosome 9 |
| GABARAP |  |  | -2.34 |  | GABA(A) receptor-associated protein |
| OVGP1 |  |  | -2.22 |  | Oviductal glycoprotein 1, 120kDa (mucin 9, oviductin) |
| NOL12 |  |  | -2.16 |  | Nucleolar protein 12 |
| SURF2 |  |  | -2.12 |  | Surfeit 2 |
| CMTM8 |  |  | -2.10 |  | CKLF-like MARVEL transmembrane domain containing 8 |
| H2AFX |  |  | -2.09 |  | H2A histone family, member X |
| ING4 |  |  | -2.02 |  | Inhibitor of growth family, member 4, transcript variant 2 |
| FKSG24 |  |  | -2.02 |  | Hypothetical protein MGC12972 |
| CABIN1 |  |  |  | -7.98 | Calcineurin binding protein 1 |
| C5orf34 |  |  |  | -3.60 | Chromosome 5 open reading frame 34 |
| TMEM106B |  |  |  | -3.13 | Transmembrane protein 106B |
| IPO7 |  |  |  | -3.05 | Importin 7 |
| LOC723972 |  |  |  | -2.60 | Hepatopoietin PCn127 on chromosome 15 |
| PPP3R1 |  |  |  | -2.59 | Protein phosphatase 3 (formerly 2B), regulatory subunit B, alpha isoform |
| SSTR1 |  |  |  | -2.59 | Somatostatin receptor 1 |
| TAF15 |  |  |  | -2.53 | TAF15 RNA polymerase II, TATA box binding protein (TBP)-Associated factor, 68kDa, transcript variant 2 |
| TPM1 |  |  |  | -2.49 | Tropomyosin 1 (alpha), transcript variant 6 |
| FLG |  |  |  | -2.47 | Filaggrin |
| RAI1 |  |  |  | -2.38 | Retinoic acid induced 1 |
| PLXNA3 |  |  |  | -2.38 | Plexin A3 |
| ZBTB11 |  |  |  | -2.31 | Zinc finger and BTB domain containing 11 |
| RNF123 |  |  |  | -2.28 | Ring finger protein 123 |
| ANKRD27 |  |  |  | -2.24 | Ankyrin repeat domain 27 (VPS9 domain) |
| UTP15 |  |  |  | -2.18 | UTP15, U3 small nucleolar ribonucleoprotein, homolog (S. cerevisiae) |
| AXL |  |  |  | -2.17 | AXL receptor tyrosine kinase, transcript variant 1 |
| APP |  |  |  | -2.16 | Amyloid beta (A4) precursor protein (peptidase nexin-II, Alzheimer disease), transcript variant 3 |
| HDAC4 |  |  |  | -2.16 | Histone deacetylase 4 |
| FLJ12716 |  |  |  | -2.14 | FLJ12716 protein, transcript variant 2 |
| ATP1B2 |  |  |  | -2.14 | ATPase, Na+/K+ transporting, beta 2 polypeptide |
| MAPK8IP3 |  |  |  | -2.11 | Mitogen-activated protein kinase 8 interacting protein 3, Transcript variant 2 |
| NDST2 |  |  |  | -2.09 | N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 2 |
| GOPC |  |  |  | -2.08 | golgi associated PDZ and coiled-coil motif containing, Transcript variant 1 |
| PRPF8 |  |  |  | -2.07 | PRP8 pre-mRNA processing factor 8 homolog (yeast) |
| CROP |  |  |  | -2.06 | cisplatin resistance-associated overexpressed protein, Transcript variant 1 |
| ATG5 |  |  |  | -2.05 | ATG5 autophagy related 5 homolog (S. cerevisiae) |
| MTMR6 |  |  |  | -2.03 | Myotubularin related protein 6 |
| TUBD1 |  |  |  | -2.03 | Tubulin, delta 1 |
| KIAA0404 |  |  |  | -2.02 | ATG2 autophagy related 2 homolog A (S. cerevisiae) |
| DEPDC1B |  |  |  | -2.00 | DEP domain containing 1B |
| ABCA3 |  |  |  | -2.00 | ATP-binding cassette, sub-family A, member 3 |

# Supplementary material for: Frankincense oil derived from Boswellia carteri induces tumor cell specific cytotoxicity
**Source:** BMC Complement Altern Med. 2009 Mar 18;9:6. doi: 10.1186/1472-6882-9-6
**Supplement:** Additional file 3 — Functional groups of frankincense oil-regulated genes in bladder cancer J82 cells. The data provided the gene ontology classification for all genes that are regulated by frankincense oil.

Supplementary Table 3. Functional groups of frankincense oil-regulated genes in bladder cancer J82 cells

How the deposited data were processed for this re-analysis (not part of the article)

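Gene expression was measured in 5 cultures of the human bladder cancer line J82: 1 untreated, and 4 exposed to frankincense oil at a dilution of 1 in 1000 for 0.5, 1, 2 and 3 h. Each culture was seeded with 200000 cells, and 250 ng of its RNA was labelled, primed by oligo-dT, and hybridized to 1 bead array. The cultures were mapped to times by their titles and by the paper, since the treatment labels give 1 h for the 2 h and the 3 h sample. All 5 arrays were used, and no value column was left without a sample. The cell viability, TUNEL and DNA fragmentation experiments are not analysed here.

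The authors imaged the arrays and exported 1 signal per probe, and they describe a filter of 64 units on 1 or more arrays followed by quantile normalization. The deposited per-array signals are fluorescence intensities on a linear scale from which background had been subtracted. That is inferred from the 4691 to 5239 negative values per array, since the methods do not state it. The deposited value table of the series holds intensities on a linear scale after quantile normalization over all probes, with values at or below 0 set to 1. Its columns all have a median of 13.4, while the medians of the per-array signals were 12.9, 14.6, 13.2, 13.8 and 12.5. Of the 24526 probes, 21834 have 1 gene symbol in the probe table used, 2692 have none and 0 have several. Probes without a symbol were counted each as 1 gene and are not named.

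Signals under 1 were set to 1. Probes with at least 64 units on 1 or more arrays were kept, 8430 in all, and their signals were quantile normalized across the 5 arrays, with ties given their mean. For each gene the probe with the highest mean signal stands for the gene in levels and lists, which applies to 812 genes with several filtered probes. In counts a gene is raised or lowered when any of its probes changed 2-fold or more. Intervals were 0 to 0.5, 0.5 to 1, 1 to 2 and 2 to 3 h, and 3 h was also compared with untreated. A gene changed back when it changed 2-fold in 1 interval and 2-fold in the opposite direction in the next. With 1 array per condition there was no test of any gene. No paired analysis was possible because each condition has 1 array.

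The depth of the arrays was 7702, 8011, 7759, 7965 and 7638 probes with at least 64 units, in the order of time. The noise limit of an array is the 98th percentile of the sizes of its negative signals, and 14058 to 14613 probes per array lay above it. Where 1 array of a comparison lay below the limit, the fold is given as a bound. It was computed against the lowest normalized value among the filtered probes above the limit on that array. The gene's own normalized value there was used if higher. Where both arrays lay below the limit, no fold is given. Of the named genes called, 2 of 7, 2 of 22, 1 of 71 and 0 of 112 had an array below the limit in the 4 intervals, and 7 of 160 at 3 h against untreated. The spread given beside a gene is taken from the middle range of the changes of probes with a like signal, in 20 bins.

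Before the data were examined, 34 gene lists, the named genes rule, the comparisons and most alternatives were fixed. The rule names every gene that the paper's text or tables name, the 10 genes with the largest rise and the 10 with the largest fall in each comparison among those with at least 64 units on both arrays, and the 4 genes of each list with the largest change. That gave 241 genes, 147 of them named by the study. The values in the paper's tables had been seen when the rule was written. The lists cover immediate early genes, MAP kinase feedback, heat shock, chaperones of the endoplasmic reticulum, the ATF4 and DDIT3 stress response, targets of NRF2, p53, NF-kappaB and the aryl hydrocarbon receptor, metallothioneins, cytokines, interferon response, histones, small non-coding RNA, DNA replication, G2 and mitosis, cell cycle inhibitors, G1 cyclins, apoptosis genes in 3 lists, autophagy, DNA repair, cholesterol synthesis, ribosomal proteins, oxidative phosphorylation, glycolysis, proteasome, zinc finger genes, reference genes and markers of 4 cell types. A further 11 lists hold the study's own groups. The median change of each list was ranked among 10000 random lists of equal size drawn from genes with a like signal.

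Some choices were made after values had been seen. The histone list matched no gene by current symbols, so older symbols were used where no current symbol matched. When older symbols were used for every list, the small non-coding RNA list had 11 genes and a median of 0.05 at 3 h, against 6 genes and 0.44 as used. Medians of lists with under 4 genes were left out of the alternatives, and medians without normalization are given relative to the median gene, which moved by -0.09 at 3 h. Lists that the paper does not discuss as a group were taken up as unexpected at a percentile of 99.9 or more and at least 4 genes. The noise limit stands in for detection p-values, which were not used here.

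Alternatives were no normalization, scaling to the 75th percentile, quantile normalization over all probes, the value table of the series, 16 units added to each signal, no intensity filter, a minimum of 128 units, a 3-fold threshold, probes in place of genes and the median over the probes of a gene. Added after the data were seen were a signal above the noise limit on both arrays, at least 64 units on both arrays, and leaving out the 2 h array. On simulated arrays with 8106 filtered probes and noise of 0.103 (log2), 1 of 50 probes raised or lowered 1.5-fold was called. The calls were 46 of 50 at 2.5-fold, 50 of 50 at 4-fold and 50 of 50 at 8-fold, and 9 unchanged probes were called. That noise was taken from the 0 to 0.5 h interval, with a spread of 0.146, against 0.320 and 0.342 in the last 2 intervals. Changed probes had a mean of at least 64 units. The false calls thus do not hold for the later intervals, nor the recovery for dimmer probes. Of 40 simulated lists without a shift 37 lay between the 5th and 95th percentile. All 40 shifted lists, made by adding a constant to the list median, lay above the 99th. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.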

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

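The 4 list results in this part come from lists fixed before the data were examined, and of the tests given none was chosen after the result was seen. The reading of the DNA replication test was changed afterwards.

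Targets of NF-kappaB had a median log2 change of 0.74 at 3 h against untreated, over 13 genes, above all 10000 random lists. The paper does not discuss them as a group. The median was 0.70 with at least 64 units on both arrays, and 5 of the genes are also in the cytokine list and 6 in the additional files. The 4 with the largest change were IL8, CXCL2, TNFAIP3 and IL6.

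Heat shock genes had a median of 0.26 at 3 h, over 22 genes, 5 raised and 0 lowered 2-fold, above all 10000 random lists, and 3 of them are in the additional files. The paper names HSPA1A but does not discuss the group. Feedback regulators of MAP kinase signaling had 0.48 over 9 genes, with 3 raised, DUSP5, DUSP1 and DUSP2, of which the paper lists 2 as phosphatases. The median was 0.07 with at least 64 units on both arrays. That setting leaves out DUSP5 and DUSP2, with signals of 51.4 and 31.2 in untreated cells. With a higher minimum signal the median was also 0.07, so it depends on which genes of low signal are kept.

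Replication-dependent histone transcripts had a median of 2.20 at 3 h, over 16 measured genes of 62 listed, 13 raised and 0 lowered 2-fold. Of the 16 genes, 10 are in the additional files. The median was the same with 2 genes entered at their bounds and 1.18 with at least 64 units on both arrays, and the list was matched by older gene symbols after current ones had matched none. HIST1H4H went from 29.5 to 390.0, HIST1H2BF from 21.8 to 189.8 and HIST1H4B rose at least 10.9-fold. Their untreated signals before normalization were 21.3, 13.6 and 4.11, and they passed the filter only on treated arrays. A filter of this kind favours raised members of the list. Labelling was primed by oligo-dT, so levels of transcripts without a poly(A) tail are uncertain here. Scaling between arrays is argued against by a median of 2.48 without normalization, or 2.57 relative to the median gene. A general gain of RNA without a poly(A) tail stays open: the small non-coding RNA list had a median of 0.44, but over 6 genes that went both ways, and 0.05 over 11 genes when older symbols were used, against 0.68 without normalization, 0.71 with scaling to the 75th percentile and 1.39 with a higher minimum signal. More cells in S phase had no sign in the DNA replication list, whose median was -0.0063 with none of 24 genes at 2-fold, but with 10 members higher and 14 lower and a spread of 0.153 this does not exclude it.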

How the results depend on the processing

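Alternatives above the noise limit on both arrays, with 64 units on both arrays and without the 2 h array were added after the data were seen, and the others were chosen before. Values are given where an alternative moved a count by over 1.5 times, moved a list median at 3 h by more than the spread of the medians of random lists, or turned a direction. Of 451 list medians 91 moved and 3 turned from beyond 2 times the spread of random lists, while some nearer 0, such as those of the study's phosphatases and receptors, also changed sign, and of 2522 changes of named genes 309 moved and 10 turned, while 2276 were still 2-fold in the same direction. The background correction of neqc and a filter on detection p-values were planned but not run, since no detection p-values were used here. The counts depend on the processing, and calls from probes under 64 units carry the early intervals. Requiring 64 units on both arrays also leaves out large changes that start or end below 64 units. Of the 123 raised and 77 lowered genes, 110 and 48 were shared with scaling to the 75th percentile, 94 and 55 with no normalization, 111 and 54 with quantile normalization over all probes, 69 and 19 with the higher minimum signal and 78 and 21 without the 2 h array.

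Without normalization, raised genes numbered 15 from 0 to 0.5 h and 45 from 2 to 3 h. Lowered genes numbered 1 from 0 to 0.5 h, 4 from 1 to 2 h and 75 from 2 to 3 h. List medians then stood at 0.34 for heat shock, 2.57 for histones, 0.68 for small non-coding RNA, 0.065 for ribosomal proteins, 0.032 for zinc finger genes and 1.70 for the study's kinases, then 0.66 for the study's phosphatases, 2.04 for the raised transcription factors, 2.18 for the apoptosis genes of the heat map and -0.084 for the reversing genes. CABIN1 turned to 0.088 and ZNF57 to 0.040. List medians in this setting are relative to the median gene, at -0.09.

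With scaling to the 75th percentile, raised genes numbered 12 from 0 to 0.5 h. Lowered genes numbered 48 in any interval, 3 from 0.5 to 1 h, 7 from 1 to 2 h and 17 at 3 h against untreated. For the lists, medians were 2.28 for immediate early genes, 0.36 for heat shock, 0.0039 for NRF2 targets, 2.59 for histones, 0.71 for small non-coding RNA and 0.090 for ribosomal proteins, then -0.028 for oxidative phosphorylation, 0.057 for zinc finger genes, 1.72 for the study's kinases, 0.69 for the study's phosphatases, 0.16 for the study's receptors and 2.07 for the raised transcription factors, and 2.21 for the apoptosis genes of the heat map and -0.060 for the reversing genes. CABIN1 turned to 0.21 and ZNF57 to 0.16.

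With quantile normalization over all probes before the filter, raised genes numbered 12 from 0 to 0.5 h. Lowered genes numbered 12 from 1 to 2 h. Median log2 changes were 2.54 for histones, 0.62 for the study's phosphatases, 2.04 for the raised transcription factors, 2.13 for the apoptosis genes of the heat map and -0.13 for the reversing genes. CABIN1 turned to 0.11 and ZNF57 to 0.048. The value table of the series gave the same values to these digits.

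With 16 units added, raised genes numbered 80 in any interval, 3 from 0 to 0.5 h, 9 from 0.5 to 1 h and 31 from 1 to 2 h. Lowered genes numbered 26 in any interval, 0 from 0 to 0.5 h, 0 from 0.5 to 1 h, 6 from 1 to 2 h, 20 from 2 to 3 h and 13 at 3 h against untreated. Genes that changed back numbered 4. List medians then stood at 1.93 for immediate early genes, 1.76 for cytokines, 1.89 for histones, 1.76 for the study's cytokines, 1.29 for the study's kinases and 1.70 for the raised transcription factors, then 1.76 for the growth-inhibitory genes and 1.70 for the apoptosis genes of the heat map.

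Without an intensity filter, raised genes numbered 5705 in any interval, 1694 from 0 to 0.5 h, 1715 from 0.5 to 1 h, 1936 from 1 to 2 h, 1925 from 2 to 3 h and 2041 at 3 h against untreated. Lowered genes numbered 5576 in any interval, 1646 from 0 to 0.5 h, 1699 from 0.5 to 1 h, 1862 from 1 to 2 h, 1877 from 2 to 3 h and 1884 at 3 h against untreated. Genes that changed back numbered 3460. List medians, and the turned changes of CABIN1 and ZNF57, were those of quantile normalization over all probes.

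With a higher minimum signal, raised genes numbered 2 from 0 to 0.5 h, 9 from 0.5 to 1 h and 36 from 1 to 2 h. Lowered genes numbered 40 in any interval, 1 from 0 to 0.5 h, 3 from 0.5 to 1 h, 16 from 1 to 2 h and 21 from 2 to 3 h. For the lists, medians were 1.86 for immediate early genes, 0.069 for MAP kinase feedback, -0.023 for the ATF4 and DDIT3 stress response, 1.75 for cytokines, 0.070 for interferon response and 1.39 for small non-coding RNA, then 0.60 for cell cycle inhibitors, 0.17 for autophagy, 2.28 for the study's cytokines, 2.22 for the study's kinases, -0.74 for the study's phosphatases and 0.21 for the study's receptors, and 0.25 for molecular transport, 2.41 for the raised transcription factors, -1.16 for the lowered transcription factors, 2.44 for the growth-inhibitory genes, 2.40 for the apoptosis genes of the heat map and -0.056 for the reversing genes.

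At a 3-fold threshold, raised genes numbered 26 in any interval, 2 from 0 to 0.5 h, 6 from 0.5 to 1 h, 10 from 1 to 2 h, 16 from 2 to 3 h and 74 at 3 h against untreated. Lowered genes numbered 16 in any interval, 1 from 0 to 0.5 h, 0 from 0.5 to 1 h, 4 from 1 to 2 h, 11 from 2 to 3 h and 5 at 3 h against untreated. Genes that changed back numbered 4.

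With at least 64 units on both arrays, raised genes numbered 63 in any interval, 0 from 0 to 0.5 h, 3 from 0.5 to 1 h, 23 from 1 to 2 h, 47 from 2 to 3 h and 88 at 3 h against untreated. Lowered genes numbered 14 in any interval, 0 from 0 to 0.5 h, 0 from 0.5 to 1 h, 2 from 1 to 2 h, 12 from 2 to 3 h and 7 at 3 h against untreated. Genes that changed back numbered 2. Median log2 changes were 1.29 for immediate early genes, 0.073 for MAP kinase feedback, -0.012 for the ATF4 and DDIT3 stress response, 0.75 for cytokines, 0.070 for interferon response and 1.18 for histones, then 0.16 for autophagy, 0.75 for the study's cytokines, 1.05 for the study's kinases, -0.74 for the study's phosphatases, 0.21 for the study's receptors and 0.65 for molecular transport, and 1.84 for the raised transcription factors, 2.45 for the growth-inhibitory genes, 1.22 for the apoptosis genes of the heat map and -0.092 for the reversing genes.

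Above the noise limit on both arrays, lowered genes numbered 1 from 0 to 0.5 h. List medians then stood at 0.20 for heat shock, 1.84 for the raised transcription factors and 1.64 for the apoptosis genes of the heat map.

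Without the 2 h array, lowered genes numbered 38 in any interval. Genes that changed back numbered 4. For the lists, medians were 0.022 for the study's phosphatases, 0.21 for the study's receptors, 0.0087 for molecular transport, 2.14 for the raised transcription factors, 2.47 for the growth-inhibitory genes and 2.18 for the apoptosis genes of the heat map, then -0.13 for the reversing genes.

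With the median over the probes of a gene, median log2 changes were -0.030 for the study's phosphatases, 2.15 for the raised transcription factors and 2.07 for the apoptosis genes of the heat map.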

Differences from the paper's values

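The normalization and filter used here follow the paper's description, and the brightest probe of a gene stands for it. All alternatives named in this part were chosen before the data were examined. Of the folds in the additional files, 178 belong to genes with a named probe, and 10 of them differ here by over 1.5 times.

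The paper gives 47 lowered genes, and 77 were found here, 48 with scaling to the 75th percentile, 54 with quantile normalization over all probes, 54 with the value table and 40 with a higher minimum signal. All 43 of the paper's lowered genes that have a named probe are among the 77. For genes that changed and changed back the paper gives 12 and 21 were found here, 16 with scaling to the 75th percentile, 15 with quantile normalization over all probes, 15 with the value table and 14 with a higher minimum. For both counts no normalization, 16 units added, no filter, a 3-fold threshold and probes in place of genes still differ from the paper. First raised from 0 to 0.5 h are 3 genes in the paper and 5 here, with 3 after 16 units were added, 2 with a higher minimum signal and 2 at 3-fold, while the other 6 alternatives still differ. The paper's 3 are among the 5 here, beside FOS and CXCL2. First lowered from 0.5 to 1 h are 3 genes in the paper and 6 here, with 3 or 4 under the 4 alternatives named for all lowered genes and the other 5 differing. First lowered from 1 to 2 h are 12 in the paper and 25 here, with 12 after quantile normalization over all probes, 12 in the value table and 15 with a higher minimum, and the other 6 alternatives differ. Of the 28 further named genes lowered here, 8 are in the paper's list of raised genes and 19 in its functional groups of regulated genes. A count near the paper's does not mean the same genes. POLR2K, which the paper has as first lowered, peaks at a signal of 80.7 and cannot pass the higher minimum. ZNF57 (2.65-fold) and SNORD48 (2.51-fold), which it has as first raised, are not among the 2 at 3-fold. With the higher minimum, 19 of the 40 lowered genes are among the 77.

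In Table 3 the paper gives CLK1 an intensity of 121.2 at 2 h and 203.3 at 3 h, and here the values are 68.8 and 131. With 16 units added they are 84.8 and 147, under 1.5 times apart from the paper's. These values hold the added 16 units, and in that setting 0 of 65 intensities are within 0.1 of the paper's. Under the other 5 alternatives run for that table the CLK1 values differ. Of 65 intensities of that table compared, 60 are within 0.1 of the paper's in the setting used here. The count is 4 with scaling to the 75th percentile, 33 with quantile normalization over all probes and 2 with the value table. With a higher minimum signal it is 19 of 35. By this measure the setting used here matches the paper's values best, although those alternatives give counts of lowered genes nearer the paper's. At any probe, 42 of the 43 lowered folds compared also lie within 1% of the paper's. For the genes compared, these values argue against another normalization. PSTK, PTPN23 and PLAUR, lowered here, are in Table 1 of the paper but not in Additional file 2. Why its list of lowered genes is shorter was not explained.

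Other folds differ with the probe that stands for the gene. For NUDT2 the paper gives 14.05 from 2 to 3 h and the brightest probe 1.22, another probe 14.0. For RCE1 it gives 3.33 against 1.41 (3.33 at another probe), for TSC22D1 2.53 against 0.942 (2.53), for MBNL2 2.11 against 0.618 (2.11), and for PSMD10 from 1 to 2 h 2.11 against 0.973 (2.11). For ID1 the paper gives 5.80 from 2 to 3 h, against 2.15 here, while another ID1 probe went from 11.1 to 105, and from a signal of 24.4 to 98.4 before normalization. For GEM it gives 4.62 against 2.99, or 3.83 with a higher minimum signal, while another GEM probe went from 19.9 to 92.0, within 1% of the paper's fold. Lowered folds of the paper are 2.34 for TUBG1 from 0.5 to 1 h, 2.49 for TPM1 and 2.06 for CROP from 2 to 3 h, and the brightest probes give 0.963, 0.967 and 1.28, with 2.34, 2.49 and 2.06 at other probes, and 1.41 for CROP without normalization. The 10 folds differ under the other alternatives run for them.

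Some statements differ in timing. The paper has AXL elevated from 0.5 to 2 h and suppressed from 2 to 3 h, while here both probes stood above untreated at 0.5, 1 and 2 h, no interval up to 2 h reached 2-fold and the 2-fold fall from 2 to 3 h is at 1 of 2 probes. It calls GSTP1 up-regulated, and here, after normalization, GSTP1 fell from 1 to 2 h and rose back from 2 to 3 h, with a log2 change of -0.12 at 3 h. It places SSTR1, IL1A and IL6 between 0.5 and 2 h, and here too IL1A went from 44.5 to 124 and IL6 from 235 to 564 over that window. Only within a single interval did IL1A and IL6 first pass 2-fold later, from 2 to 3 h. It has CDKN1A, DEDD2 and IL6 up-regulated between 1 and 2 h, where their log2 changes were 0.81, 0.52 and 0.74. It calls ZNF234 sustained for at least 2 h, and here ZNF234 had a log2 change of -0.97 from 1 to 2 h. It has ZFP36 as a late responder, and here ZFP36 rose from 0.5 h on. Additional file 3 lists WNT1 where Additional file 1 has INT1, there described as an Integrator subunit. The legend of the heat map of apoptosis genes gives green as elevated and red as suppressed, and its color scale gives green for negative and red for positive values.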

Other observations

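Pattern tests in this part were planned except the tests of normalization of dim probes and of noise in the genes that changed back, which were chosen after the result was seen, and the alternatives with 64 units on both arrays, above the noise limit and without the 2 h array were added after the data were seen.

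The metallothionein list, with SLC30A1, a zinc exporter, had a median log2 change of 0.58 at 3 h over 4 genes, above 99.8% of random lists, with no gene at 2-fold: MT2A had 0.60, MT1X 0.56, SLC30A1 0.64 and MT1F -0.34. From 2 to 3 h its median was 0.58. Cholesterol synthesis genes had a median of 0.36 from 1 to 2 h and 0.15 at 3 h over 12 genes, of which 1 was raised, INSIG1, which holds SREBP in the endoplasmic reticulum (3.29-fold), while DHCR7, of the last step of the pathway, had 0.40. Interferon response genes had a median of 0.22 over 8, with 1 raised, OASL, and 0.91 for IFIT2.

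Oxidative phosphorylation genes had a median of -0.22 from 1 to 2 h, below all 10000 random lists, and 0.20 from 2 to 3 h, above all of them, with -0.07 at 3 h over 57 genes and none changed 2-fold. Both shifts rest on the 2 h array, on which changes also ran with gene length, and the random lists were matched by signal only. NDUFC1, a complex I subunit, stood at 446, 294 and 363 at 1, 2 and 3 h. G2 and mitosis genes had -0.21 from 2 to 3 h, above 0.45% of random lists, and DNA replication genes 0.15 from 1 to 2 h and -0.11 from 2 to 3 h.

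Many changes between 1 and 2 h turned back between 2 and 3 h: 9 genes rose and fell and 9 fell and rose, of 21 genes that changed back. The count is 4 without the 2 h array, which must remove these turns whatever their cause. Noise of dim probes as the source of the wider spread is argued against: among 1287 probes over 1000 units the spread of the changes from 1 to 2 h was still 2.53 times that from 0.5 to 1 h. Noise of dim probes in the genes that changed back stays open, since 2 of the 21 are left with at least 64 units on both arrays and the count is 4 with 16 units added. A trend with gene length on the 2 h array may contribute, since Spearman's rho of gene length with the change was 0.35 from 1 to 2 h and -0.36 from 2 to 3 h, over 6800 genes. Length is not the whole cause of the wider spread: after its trend was removed, the ratio of spreads over all genes was 2.03, against 2.25 before. Each time has 1 culture, and no biological explanation was tested. The paper reports that RNA taken after 3 h was too poor and too little for arrays. It also reports that cells began to detach and shrink within 3 h. The RNA quality of the samples was not examined here.

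Dim probes carry many of the calls: 124 of 237 called changes (52.3%) had an array among its lowest 1% of signals, at or under 46.0 units. Quantile normalization of the filtered probes may widen these folds. Among them the ratio of normalized to unnormalized fold had a median of 1.13, and 69.4% were smaller before normalization, which decides neither for nor against it. With at least 64 units on both arrays, 63 genes were raised and 14 lowered.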
